# Atypical GATA transcription factor TRPS1 represses gene expression by recruiting CHD4/NuRD(MTA2) and suppresses cell migration and invasion by repressing *TP63* expression

**DOI:** 10.1038/s41389-018-0108-9

**Published:** 2018-12-19

**Authors:** Yuzhi Wang, Xue Lin, Xue Gong, Lele Wu, Jun Zhang, Weiguang Liu, Jian Li, Liming Chen

## Abstract

Transcriptional repressor GATA binding 1 (TRPS1), an atypical GATA transcription factor, functions as a transcriptional repressor and is also implicated in human cancers. However, the underlying mechanism of TRPS1 contributing to malignancy remains obscure. In the current study, we report that TRPS1 recognizes both gene proximal and distal transcription start site (TSS) sequences to repress gene expression. Co-IP mass spectrometry and biochemical studies showed that TRPS1 binds to CHD4/NuRD(MTA2). Genome-wide and molecular studies revealed that CHD4/NuRD(MTA2) is required for TRPS1 transcriptional repression. Mechanically, TRPS1 and CHD4/NuRD(MTA2) form precision-guided transcriptional repression machinery in which TRPS1 guides the machinery to specific target sites by recognizing GATA elements, and CHD4/NuRD(MTA2) represses the transcription of target genes. Furthermore, *TP63* was identified and validated to be a direct target of TRPS1-CHD4/NuRD(MTA2) complex, which represses *TP63* expression by involving decommission of *TP63* enhancer in the described precision-guided manner, leading to a reduction of the ΔNp63 level and contributing to migration and invasion of cancer cells.

## Introduction

Transcriptional repressor GATA binding 1 (TRPS1), an atypical member of the family of GATA transcriptional factors, has been characterized as the first example of a GATA protein with intrinsic transcriptional repression activity for >15 years^1^. How TRPS1 functions as a transcriptional repressor is largely unknown.

Mutations in TRPS1 were documented to be an underlying cause of Tricho-rhino-phalangeal syndrome type I, an autosomal-dominant disorder characterized by craniofacial and skeletal malformations^2^. TRPS1 was also implicated in cancer as its elevated expression was observed in various human malignancies, including osteosarcoma^3^, colon cancer^4^, and breast cancer^5^. By using in vivo transposon-based forward genetic screening aimed at screening breast cancer-driver genes, we^6^ and others^7^ recently identified TRPS1 as a driver gene in breast cancer indicating its role in breast cancer pathogenesis. However, how TRPS1 contributes to breast cancer is still obscure.

CHD (chromodomain helicase DNA-binding protein) proteins are important regulators of transcription and can be divided into three subfamilies: CHD1-CHD2, CHD3-CHD4, and CHD5-CHD9^8^. The CHD3-CHD4 subfamily, which lacks a DNA-binding domain, includes CHD3 (also known as Mi-2α) and CHD4 (also known as Mi-2β), which are the central components of the nucleosome-remodeling and histone deacetylase (NuRD, also known as Mi-2) complex^9^, which mainly functions in transcriptional repression^10^. CHD4 is an essential subunit for the transcriptional repressive function of NuRD complex, and multiple domains of CHD4 are required for transcriptional repression by NuRD complexes^11^.

p63 is a member of the p53 family^12^, which is commonly mutated in human cancers and is well documented as an important tumor-suppressor gene^13^. Unlike p53, owing to the complexity of the *TP63* gene, the role of p63 in cancer is still controversial and an area of intense research. *TP63* encodes multiple p63 isoforms^14^ that can be placed in two categories: TAp63 and ΔNp63, which are with and without an N-terminal transactivation domain, respectively. Experimental evidence suggests that TAp63 acts as a tumor suppressor, whereas ΔNp63 has oncogenic functions^15,16^. ΔNp63 has been suggested to be an important driver for promoting breast tumor progression and metastasis by transcriptional activation of MTSS1^17^ or PI3K/CD44v6 axis^18^. However, transcriptional regulation of *TP63* in breast cancer is still not fully understood.

In this study, we addressed how TRPS1 functions as a transcriptional repressor and contributes to breast cancer pathogenesis. Our results illustrated that TRPS1 repressed gene expression by forming a transcriptional repression complex, TRPS1-CHD4/NuRD(MTA2), and directed the complex to transcriptional regulatory regions in a precision-guided manner. We further identified that the *TP63* gene was repressed by this precision-guided machinery of TRPS1-CHD4/NuRD(MTA2) complex, which decommissions its enhancer leading to a decrease in ΔNp63 and enhancing the metastatic ability of breast cancer cells.

## Results

### Identification of genome-wide transcription targets of TRPS1

Although, like other GATA transcription factors, TRPS1 is believed to recognize the WGATAR consensus binding sequence, there are no investigations for genomic binding profiles of TRPS1. To address this, we carried out chromatin immunoprecipitation–sequencing (ChIP-seq) analysis in T47D cells with antibodies against TRPS1 (Fig. 1a and the peaks shown in Supplementary Table 1). 

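T47D is an established human breast cancer cell line. Chromatin from these cells was immunoprecipitated with TRPS1 antibodies in 2 libraries and compared with 2 input libraries. The authors trimmed the reads, aligned them with BWA and called peaks with MACS2, and deposited 1 list of 1844 peaks for the 4 libraries. The paper's text does not name the genome build or state whether the replicates were pooled, so no peak has a replicate error. All 1844 positions equal those in Supplementary Table 1, which adds the read pileup, the fold enrichment over input, the q value and the nearest gene of each peak. The median peak was 288.0 bp wide, with a range from 207 to 1745 bp. Fold enrichment had a median of 5.64 and ranged from 2.18 to 38.9, and -log10 q had a median of 12.6. The highest fold enrichment, 38.9, was that of a peak on chromosome 2 from 38377053 to 38377619, 0.237 kb from the TSS of *ATL2*. A peak on chromosome 17 from 8173227 to 8173716, nearest to *SNORD118*, had a fold enrichment of 38.6. The peaks with the next highest fold enrichment lay nearest to *IRX3* (32.7), *NCAM2* (31.9) and *PDCD4-AS1* (27.7).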

The binding motif analysis showed that TRPS1 recognized AGATAAGG elements containing WGATAR, indicating that TRPS1, as an atypical GATA transcription factor, binds to consensus GATA-binding elements and might exhibit different binding preference compared to typical GATA factors, such as GATA-3 (Fig. 1b).To further explore the regulatory context of TRPS1, we divided the TRPS1 enrichment regions into transcription start site (TSS) proximal (peaks enriched within 5 kb from TSS sites) and distal regions (peaks enriched outside 5 kb from TSS sites). 

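The distance of each peak to the TSS of its nearest gene was taken from Supplementary Table 1, where 1843 peaks have a nearest gene. Of these peaks, 514 (27.9%, 95% Wilson confidence interval 25.9 to 29.98%) were TSS proximal, within 5 kb, and 1329 (72.1%, 70.0 to 74.1%) were TSS distal. The interval covers counting error only. The median distance was 24085 bp. With proximal defined as within 1 kb, the setting that changed this share most, 19.5% of the peaks were proximal.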

The results revealed that TRPS1 could bind to both gene proximal and distal TSS regions (Fig. 1a–c). 

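Counted per gene, the 1843 peaks named 1441 nearest genes. Distal peaks alone were present at 943 genes (65.4%, 95% Wilson confidence interval 62.9 to 67.9%), proximal peaks alone at 445 genes (30.9%, 28.5 to 33.3%), and peaks of both kinds at 53 genes (3.68%, 2.82 to 4.78%). A total of 1208 genes had 1 peak.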

As is shown in Fig. 1c, 61.5%, 34.4%, and 4.1% of TRPS1 enrichment peaks were present in TSS distal, proximal, and both proximal and distal regions, respectively. For example, TRPS1 enrichment was observed in the TSS distal region of *ABCA12* gene, TSS proximal region of *SETD7* gene, and both TSS proximal and distal regions of *NAALADL2* gene (Fig. 1d). 

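*ABCA12* had 2 peaks on chromosome 2, both TSS distal. The peak from 215058328 to 215058702 lay inside the gene, 80.1 kb from its TSS, with a fold enrichment of 9.02, and the peak from 215216834 to 215217144 lay 78.4 kb upstream, with a fold enrichment of 10.8. The peak of *SETD7* on chromosome 4, from 139555223 to 139555507, lay inside the gene 1200 bp from its TSS and had a fold enrichment of 8.26. *NAALADL2* had 6 peaks on chromosome 3. Its proximal peak, from 174859840 to 174860092, lay 519 bp from the TSS with a fold enrichment of 5.58. Its 5 distal peaks had fold enrichments between 4.01 and 12.3, and the peak with the highest, from 174955424 to 174956371, lay inside the gene 96.1 kb from the TSS. From the distribution of the peaks, the paper concludes that TRPS1 can bind to both TSS proximal and TSS distal regions.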

The chromatin immunoprecipitation–quantitative polymerase chain reaction (ChIP-qPCR) analysis confirmed the enrichment of TRPS1 in the corresponding regions of *ABCA12*, *SETD7*, and *NAALADL2* as well as other selected genes, including *NLGN1*, *NHLRC1*, and *RNF43* using *untr4*, a well-characterized untranscribed genomic region, as a control for the comparative analysis (Fig. 1e).

**Fig. 1:**
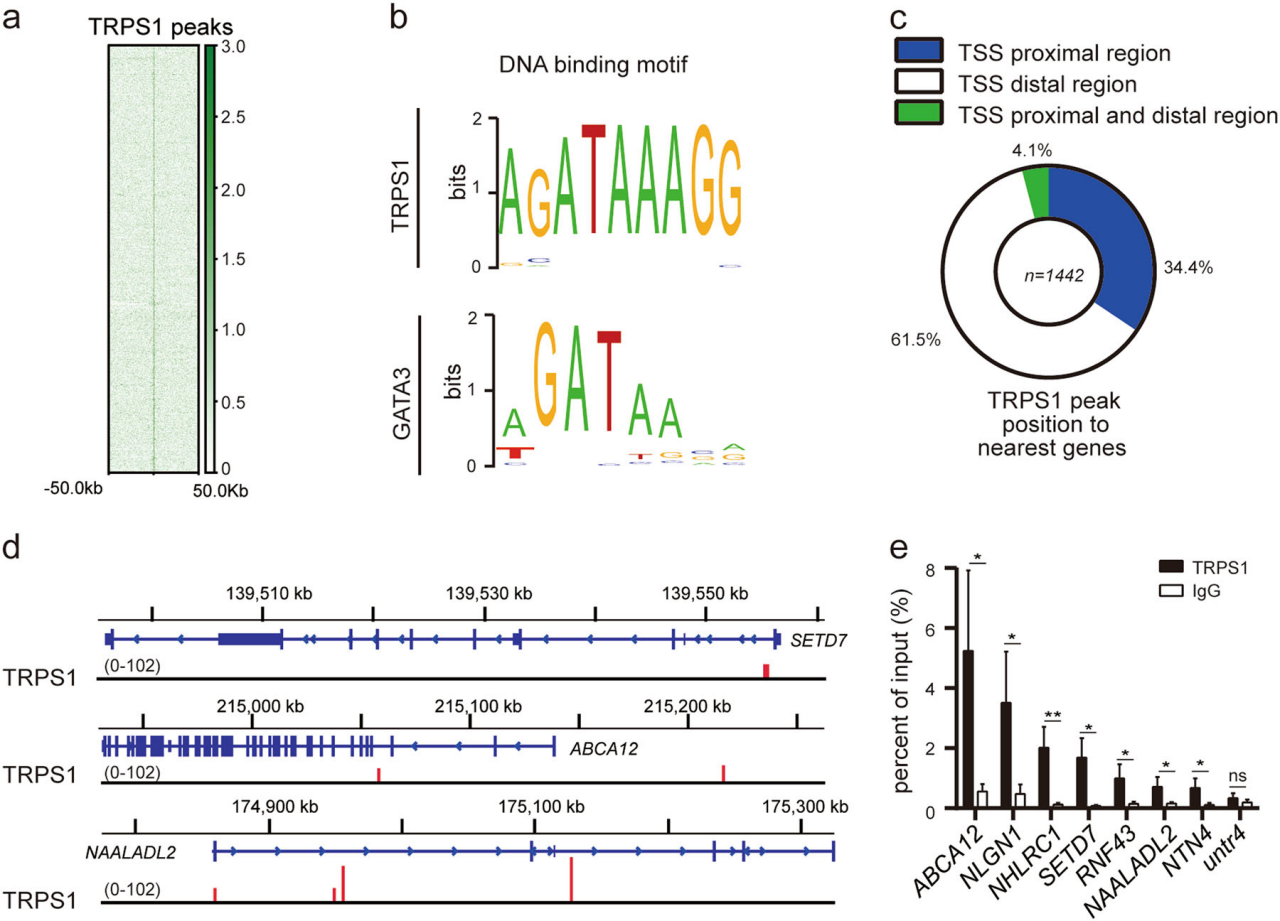
Genome-wide transcription target analysis for TRPS1. **a** ChIP-seq density map of TRPS1-binding sites. **b** TRPS1- and GATA3-binding motif analysis. GATA3 motif analysis was based on data from JASPAR MA0037.3^39^. **c** Genomic distribution of TRPS1 determined by ChIP-seq analysis. **d** Genome browser track examples of the binding of TRPS1 on representative target genes, *SETD7*, *ABCA12*, and *NAALADL2*. **e** ChIP-qPCR analysis of TRPS1 candidate target genes: *ABCA12*, *NLGN1*, *NHLRC1*, *SETD7*, *RNF43*, *NAALADL2*, and *NTN4*. Untr4 is a well-characterized untranscribed genomic region and used as a comparative control. Each bar represents the mean ± SD for triplicate experiments. The *t* test was used for calculation of statistical significance. *p < 0.05, **p < 0.01

### TRPS1 binds CHD4/NuRD(MTA2) to form TRPS1-CHD4/NuRD(MTA2) complex

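RNA-seq data were deposited for T47D cells treated with control siRNA (2 libraries) or *TRPS1* siRNA (2 libraries), collected 72 h after transfection. Ribosomal RNA was depleted, and the authors aligned the reads with STAR and counted them per gene symbol with HTSeq. The deposited values are these counts without normalization. Totals were 14668358 and 13942669 counts for control siRNA, and 10333138 and 14515392 counts for *TRPS1* siRNA. A count of 3, taken as the limit of detection, corresponds to between 0.195 and 0.283 TMM-normalized CPM in these libraries. The paper filters at over 2 CPM without naming the number of libraries. Here, 12921 genes with over 2 CPM in at least 2 of the 4 libraries were normalized with edgeR's TMM method and tested with its quasi-likelihood F-test, with Benjamini-Hochberg adjustment. With 2 libraries against 2, an exact test of a single gene cannot give a two-sided p below 0.3333. Across genes, log2 CPM correlated with r = 0.976 between the *TRPS1* siRNA replicates and with r = 0.880 between the control siRNA replicates, of which replicate 1 lies apart from all other RNA-seq libraries of the study.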

To further characterize the transcription output profiles mediated by TRPS1, we performed RNA-seq analysis in T47D cells with or without silencing *TRPS1*. 

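The *TRPS1* transcript itself fell from 1829 ± 573 to 932 ± 305 TMM-normalized CPM upon *TRPS1* silencing (mean ± SD, n = 2 libraries per group), a log2 fold change of -0.97 (standard error 0.39, adjusted p = 0.659 from edgeR). Its unadjusted p was 0.0459, and 0.0705 with library sizes alone in place of TMM. Without *TRPS1* siRNA replicate 1 this value was -1.36, and without control siRNA replicate 2 it was -0.61. The TRPS1-bound genes *ABCA12*, *NLGN1*, *NHLRC1*, *SETD7*, *RNF43*, *NAALADL2* and *NTN4* all had higher normalized CPM in both *TRPS1* siRNA libraries than in both control siRNA libraries. Of all 12921 tested genes, 44.1% had groups that did not overlap in either direction, and chance alone gives 33.3%. The paper reports the genes named above as raised in these same libraries, so their separation is no independent test. *ABCA12* rose from 139 ± 45.5 to 337 ± 61.1 CPM and *NAALADL2* from 29.3 ± 16.3 to 175 ± 36.0 CPM. *SETD7* rose from 66.99 ± 21.8 to 167 ± 4.43 CPM, *RNF43* from 9.75 ± 0.923 to 31.1 ± 7.18 CPM, and *NTN4* from 17.7 ± 0.0026 to 52.4 ± 2.14 CPM. *NLGN1* and *NHLRC1* were expressed at a low level. *NLGN1* had raw counts of 41 and 56 against 82 and 127, and *NHLRC1* had 24 and 31 against 95 and 60. The peaks of *NLGN1* (fold enrichment 4.66), *NHLRC1* (4.94), *RNF43* (6.84) and *NTN4* (6.38) were TSS distal, at 727, 59.9, 29.7 and 69.7 kb from the TSS.

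**Figure D1:**
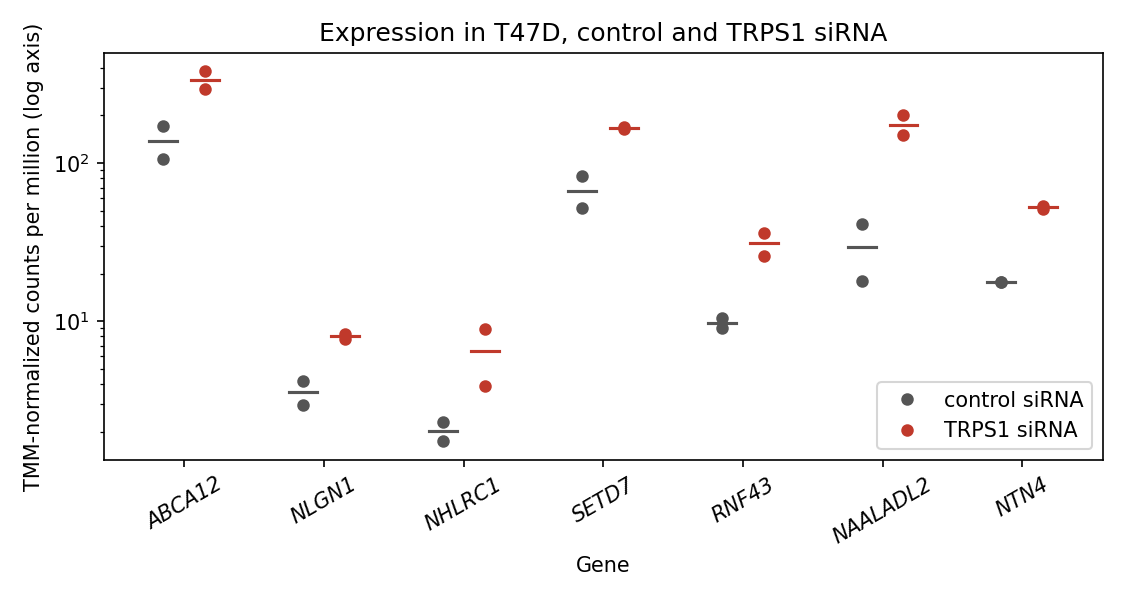
TMM-normalized CPM (log axis) of the 7 genes in the 2 control siRNA libraries (grey) and the 2 *TRPS1* siRNA libraries (red) of T47D cells; points are libraries and lines are group means. For each gene both *TRPS1* siRNA points lie above both control siRNA points.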

Consistent with the current notion that TRPS1 functions as a transcriptional repressor, *ABCA12*, *NLGN1*, *NHLRC1*, *SETD7*, *RNF43*, *NAALADL2*, and *NTN4* genes, with TRPS1 enrichment at their regulatory regions according to the ChIP-seq and ChIP-qPCR analysis, showed upregulated transcription upon silencing *TRPS1*. This was evident by the >2-fold change (*p* < 0.05) observed in RNA-seq data and confirmed by reverse transcription qPCR (RT-qPCR; Fig. 2a and Supplementary Table 2). 

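In the edgeR fits, *NAALADL2* had a log2 fold change of 2.58 (standard error 0.50) upon *TRPS1* silencing, *RNF43* 1.67 (0.40), *NHLRC1* 1.66 (0.67), *NTN4* 1.57 (0.35), *SETD7* 1.32 (0.37), *ABCA12* 1.28 (0.38) and *NLGN1* 1.17 (0.52). All 7 exceeded a fold change of 2. Unadjusted p was under 0.05 for 6 of them and 0.0644 for *NLGN1*. Under other settings the p of *NLGN1* fell on either side of 0.05. It was 0.0196 when the filter required over 2 CPM in every library, but 0.115 with DESeq2, 0.126 with a replicate block and 0.0838 without a filter on low counts. For *NHLRC1* p was 0.0446, and it was 0.0574 with DESeq2. After adjustment over all genes tested, each of these genes had an adjusted p of 0.659 in edgeR. Leaving out a library brought *NHLRC1* to 0.94 (without *TRPS1* siRNA replicate 1), and *ABCA12* to 0.98 and *NLGN1* to 0.94 (both without control siRNA replicate 1), under a fold change of 2. The paper sets the rise of these bound genes beside the notion that TRPS1 functions as a transcriptional repressor.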

In RNA-seq data, upon silencing *TPRS1*, 476 genes and 550 genes were upregulated or downregulated (fold change >2, *p* < 0.05), respectively (Supplementary Table 2). 

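Among the 12921 genes tested, 349 rose and 410 fell at the paper's threshold of a fold change over 2 and an unadjusted p under 0.05, which are 2.70% and 3.17% of the genes. In 347 of the 349 raised genes, both *TRPS1* siRNA libraries lay above both control siRNA libraries. With edgeR's quasi-likelihood test no gene had an adjusted p under 0.05, against 34 with its likelihood ratio test and 39 with DESeq2. In the quasi-likelihood fit 902 genes had an unadjusted p under 0.05, and the smallest adjusted p was 0.659. With counts simulated at the dispersion of these libraries and 200 genes changed by a log2 fold change of 2, the same fit and threshold found 181 of the 200, and also called 575 unchanged genes. Each gene had the same simulated dispersion in both groups. In the deposited counts dispersion was 0.255 for control siRNA and 0.0396 for the knockdowns, so these rates may differ from the true ones. Without a filter on low counts, 635 genes rose and 724 fell.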

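Of the 1441 named nearest genes of TRPS1 peaks, 993 were among the genes tested upon *TRPS1* silencing. Of these bound genes, 52 (5.24%) were upregulated and 46 (4.63%) were downregulated at the paper's threshold. Bound genes made up 14.9% of the upregulated genes and 7.49% of the other tested genes, an odds ratio of 2.16 (95% confidence interval 1.57 to 2.94, p = 3.31e-06, two-sided Fisher's exact test). The exact test takes genes as independent units, so its p and interval do not cover variation between libraries. Among downregulated genes the odds ratio was 1.54 (1.10 to 2.12, p = 0.0105 from the same exact test), and it was 1.23 (p = 0.169) with a likelihood ratio test in place of the quasi-likelihood test. With bound genes limited to those with a peak within 5 kb of the TSS, the odds ratio among upregulated genes was 1.14 (exact p = 0.647). As a set, the 993 bound genes had a median log2 fold change of 0.02, against -0.03 for the other genes. Camera did not set them apart from the other genes at a p under 0.05. The fry test, which asks whether the set's own genes change, gave no p under 0.05 either.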

We noticed that not all genes with TRPS1 enrichment at their regulatory elements showed upregulation upon silencing *TRPS1* (476 upregulated genes upon silencing *TRPS1*, whereas 1442 genes with TRPS1 enrichment). We hypothesized that TRPS1 might recruit other regulatory factors to form a functional machinery to repress gene expression. Upon re-analysis of the TRPS1 interactome reported by our group previously, we found that CHD3/4, HDAC1/2, MTA2, GATA2A/B, and RBBP4/7, which are core components of the NuRD complex^19^, were included in the TRPS1 interactome list^20^ (Supplementary Fig. 1). This result indicated that TRPS1 recruits CHD4/NuRD/MTA2 complex to exert its transcription repressor function. To validate this point, we first confirmed the physical interaction between TRPS1 and CHD4/NuRD/MTA2 complex using co-immunoprecipitation (Co-IP). The results showed that CHD4, HDAC1/2, MTA2, and RBBP4/7 could be co-purified with TRPS1 in the Co-IP assay using TRPS1 antibodies in both T47D and MCF7 cells with high endogenous TRPS1 expression (Fig. 2b). Similar results were observed in MDA-MB-231 cells with undetectable endogenous TRPS1 expression but with ectopically overexpressed TRPS1 (Fig. 2c). To further verify which domain of TRPS1 was responsible for interacting with CHD4/NuRD/MTA2 complex, we carried out Co-IP in HEK293T cells with ectopic overexpression of TRPS1 or serial TRPS1 domain truncates. CHD4, HDAC1/2, MTA2, and RBBP4/7 could be co-immunoprecipitated with either full-length TRPS1 or TRPS1-truncated mutants that contained GATA-binding domain coupled with either N-terminal domain or C-terminal domain but could not be co-immunoprecipitated with TRPS1 truncates containing the only N-terminal domain or C-terminal domain of TRPS1 (Fig. 2d). To further confirm this observation, we carried out pull-down assays. We constructed plasmids containing full-length TRPS1 and its serial truncates for generating recombinant proteins of TRPS1 and its truncates in the bacterial system. Only recombinant TRPS1-ΔN truncate proteins could be purified as soluble recombinant proteins. Consistent with the Co-IP experiments described above, pull-down assay confirmed that purified recombinant TRPS1-ΔN protein was able to pull down CHD4, HDAC1/2, MTA2, and RBBP4/7 (Fig. 2e). These results suggested that TRPS1 physically interacted with CHD4/NuRD(MTA2) and GATA-binding domains and the C-terminal domain of TRPS1 was sufficient for forming TRPS1-CHD4/NuRD(MTA2) complex.

**Fig. 2:**
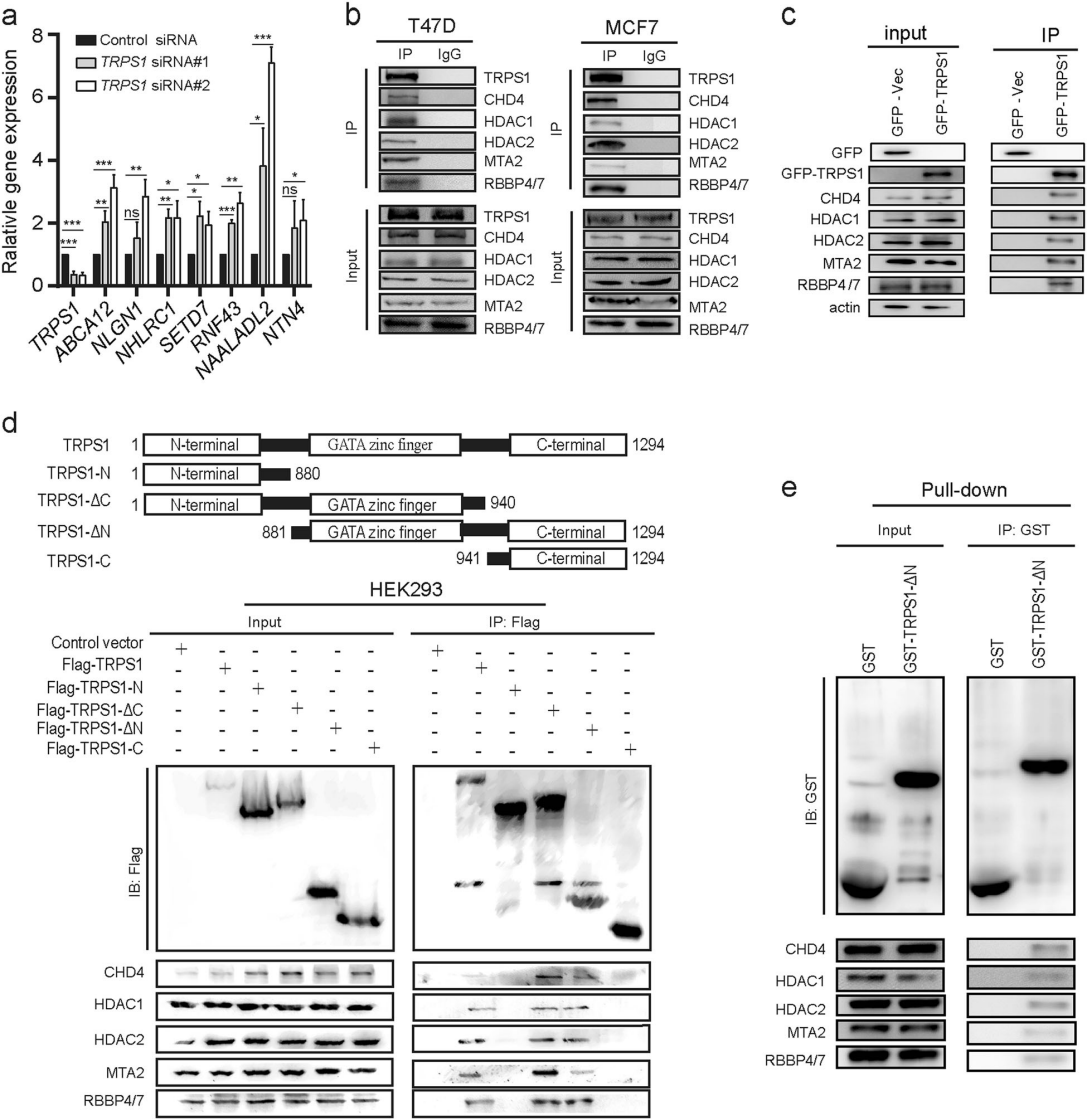
TRPS1 interacts with CHD4/NuRD(MTA2) complex. **a** RT-qPCR validation of *ABCA12*, *NLGN1*, *NHLRC1*, *SETD7*, *RNF43*, *NAALADL2*, and *NTN4* expression upon silencing TRPS1. *t* Test was used for calculation of statistical significance. *p < 0.05, **p < 0.01, ***p < 0.001. **b** TRPS1 interacts with major components of CHD4/NuRD(MTA2) complex: CHD4, HDAC1, HDAC2, MTA2, and RBBP4/7 in T47D and MCF7 cells. **c** Ectopically overexpressed TRPS1 in MDA-MB-231 cells interacts with major components of CHD4/NuRD(MTA2) complex: CHD4, HDAC1, HDAC2, MTA2, and RBBP4/7. **d** Co-IP analysis of the interaction between ectopically overexpressed Flag-tagged full-length TRPS1 or truncated TRPS1 proteins and major components of CHD4/NuRD(MTA2) complex: CHD4, HDAC1, HDAC2, MTA2, and RBBP4/7. The schematic diagram of TRPS1 truncates deciphered in the upper panel. **e** GST pull-down assays TRPS1-ΔN and whole-cell lysates of HEK293T cells

### TRPS1 nucleates CHD4/NuRD(MTA2) to form precision-guided machinery to repress target gene expression

We investigated whether CHD4/NuRD(MTA2) was required as an essential and functional component of the TRPS1 transcriptional repression complex. We first silenced *CHD4*, an essential component of CHD4/NuRD(MTA2), and analyzed the transcription output mediated by this dysfunctional complex by RNA-seq and compared it with that without silencing *CHD4*. 

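For the *CHD4* knockdown, 2 further RNA-seq libraries of T47D cells were deposited with 10754802 and 11640282 counts, in a table that also holds the same 2 control siRNA libraries. The sample labels and the paper's RNA interference methods name *CHD4* siRNA, whereas the paper's RNA-seq methods name a *CHD4* shRNA. Of the genes in this table, 12918 passed the filter. The *CHD4* transcript fell from 289 ± 9.86 to 74.3 ± 29.0 TMM-normalized CPM (mean ± SD, n = 2 libraries per group), a log2 fold change of -1.96 (standard error 0.42, adjusted p = 0.785 from edgeR). Upon *TRPS1* silencing *CHD4* had a log2 fold change of -0.03, and upon *CHD4* silencing *TRPS1* had 0.13. At the paper's threshold 336 genes rose and 368 fell upon *CHD4* silencing. With edgeR's quasi-likelihood test no gene had an adjusted p under 0.05, against 58 with its likelihood ratio test and 50 with DESeq2. Without a filter on low counts the quasi-likelihood test gave 111 genes. With the filter, 769 genes had an unadjusted p under 0.05 in that test. In a principal component analysis of log2 CPM, the first component held 63.4% of the variance and placed control siRNA replicate 1 at -114, with the other 5 libraries between 8.86 and 31.2.

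**Figure D2:**
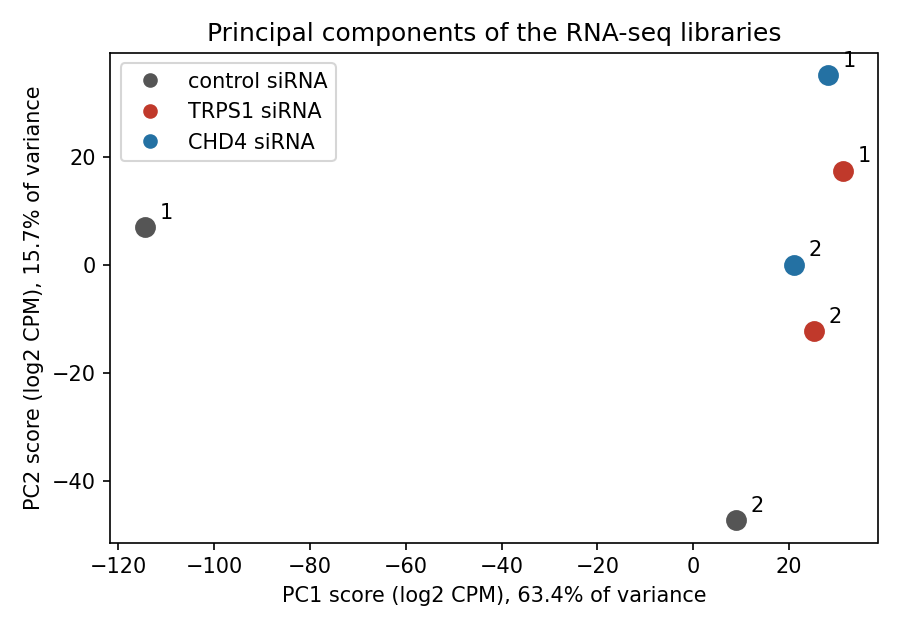
Scores of the 6 RNA-seq libraries on the first and second principal components of log2 CPM, with the replicate number beside each point and the share of variance on each axis. Control siRNA replicate 1 lies at -114 on the first component, apart from the other 5 libraries.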

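Across the 12692 genes tested in both comparisons, the log2 fold changes upon *TRPS1* silencing and upon *CHD4* silencing had a Pearson R of 0.805. Genes are not independent replicates, so no p is given for it. Both comparisons use the same control siRNA libraries, and errors in these enter both fold changes. In 100 simulations in which neither knockdown changed any gene, compared against shared controls with the observed dispersions, R ranged from 0.845 to 0.862. The dispersion given to the simulated controls, 0.255, came from the 2 control siRNA libraries and was higher than that of the knockdowns, 0.0396. When no control library was shared, with *TRPS1* siRNA compared with control replicate 1 and *CHD4* siRNA with control replicate 2, R was 0.132, above the range of -0.017 to 0.045 from the simulations. With the controls exchanged, R was 0.190. In these pairings each fold change carries the error of its own single control, which lowers R. The values therefore do not measure the size of the remaining relation. Against control replicate 2 alone for both knockdowns, R was 0.738, and against control replicate 1 alone it was 0.956. In the direct comparison of the *CHD4* siRNA and *TRPS1* siRNA libraries, 13143 genes were tested, 2023 had an unadjusted p under 0.05 and none had an adjusted p under 0.05 in edgeR (smallest 0.0904). This holds for this fit only and depends on the model, and with DESeq2 456 genes had an adjusted p under 0.05. With a replicate block in edgeR 3372 genes had one. Deviations of replicate 1 from the group means correlated with r = 0.615 between *TRPS1* siRNA and *CHD4* siRNA. The replicate numbers are not stated to mark a shared day or batch. From the R between both outputs, the paper proposes that TRPS1 and CHD4/NuRD(MTA2) are functionally linked in determining the transcriptional output.

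**Figure D3:**
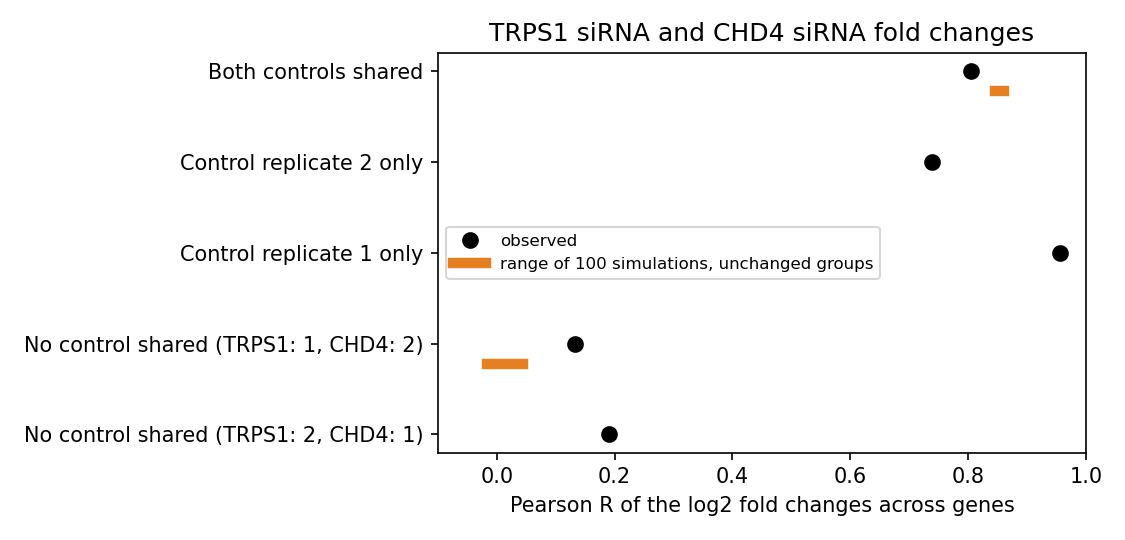
Pearson R across genes between the log2 fold changes of the *TRPS1* and *CHD4* knockdowns (x axis) for each choice of control siRNA libraries (y axis). Points are observed values and orange bars the range of 100 simulations without any changed gene, from 0.845 to 0.862 with both controls shared and from -0.017 to 0.045 with none shared.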

The correlation analysis between TRPS1- and CHD4-mediated transcription output exhibits a high *R*-value (*R* = 0.81, *p* < 2.2e−16), suggesting that TRPS1 and CHD4/NuRD(MTA2) were functionally linked in determining the transcriptional outputs in our investigating system (Fig. 3a, b, Supplementary Fig. 2 and Supplementary Table 3). 

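Upon *CHD4* silencing, the log2 fold changes in the same edgeR fit were 2.26 (standard error 0.53) for *NAALADL2*, 1.86 (0.66) for *NHLRC1*, 1.77 (0.40) for *NTN4*, 1.18 (0.57) for *NLGN1*, 1.16 (0.45) for *RNF43*, 1.00 (0.41) for *ABCA12* and 0.99 (0.40) for *SETD7*. In each of these genes both *CHD4* siRNA libraries lay above both control siRNA libraries. The paper reports the same genes as raised upon *TRPS1* silencing against these control libraries. Low control values therefore enter both comparisons. *SETD7* did not exceed a fold change of 2, and *NLGN1* had an unadjusted p of 0.0754. The remaining 5 genes passed both parts of the paper's threshold. All 7 had an adjusted p of 0.792. Without control siRNA replicate 1, *SETD7* had a log2 fold change of 0.70, *ABCA12* 0.71 and *NLGN1* 0.97, and without *CHD4* siRNA replicate 1, *RNF43* had 0.85 and *ABCA12* 0.72. *ABCA12* was also under a fold change of 2 without a filter on low counts (log2 fold change 0.980), with a filter of over 0.5 CPM (0.975) and with all 6 libraries in one fit (0.994). In the direct comparison of the knockdowns without a replicate block, the 7 genes differed by log2 fold changes between -0.50 (*RNF43*) and 0.22 (*NHLRC1*). Their adjusted p lay between 0.334 and 0.983 in edgeR. These adjusted p hold for this fit only, since a replicate block gave 3372 genes with an adjusted p under 0.05 in this comparison.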

Consistent with silencing *TRPS1*, transcriptional upregulation of *ABCA12*, *NLGN1*, *NHLRC1*, *SETD7*, *RNF43*, *NAALADL2*, and *NTN4* was observed when *CHD4* was silenced and could be verified by RNA-seq and RT-qPCR (Fig. 3c and Supplementary Table 3).

**Fig. 3:**
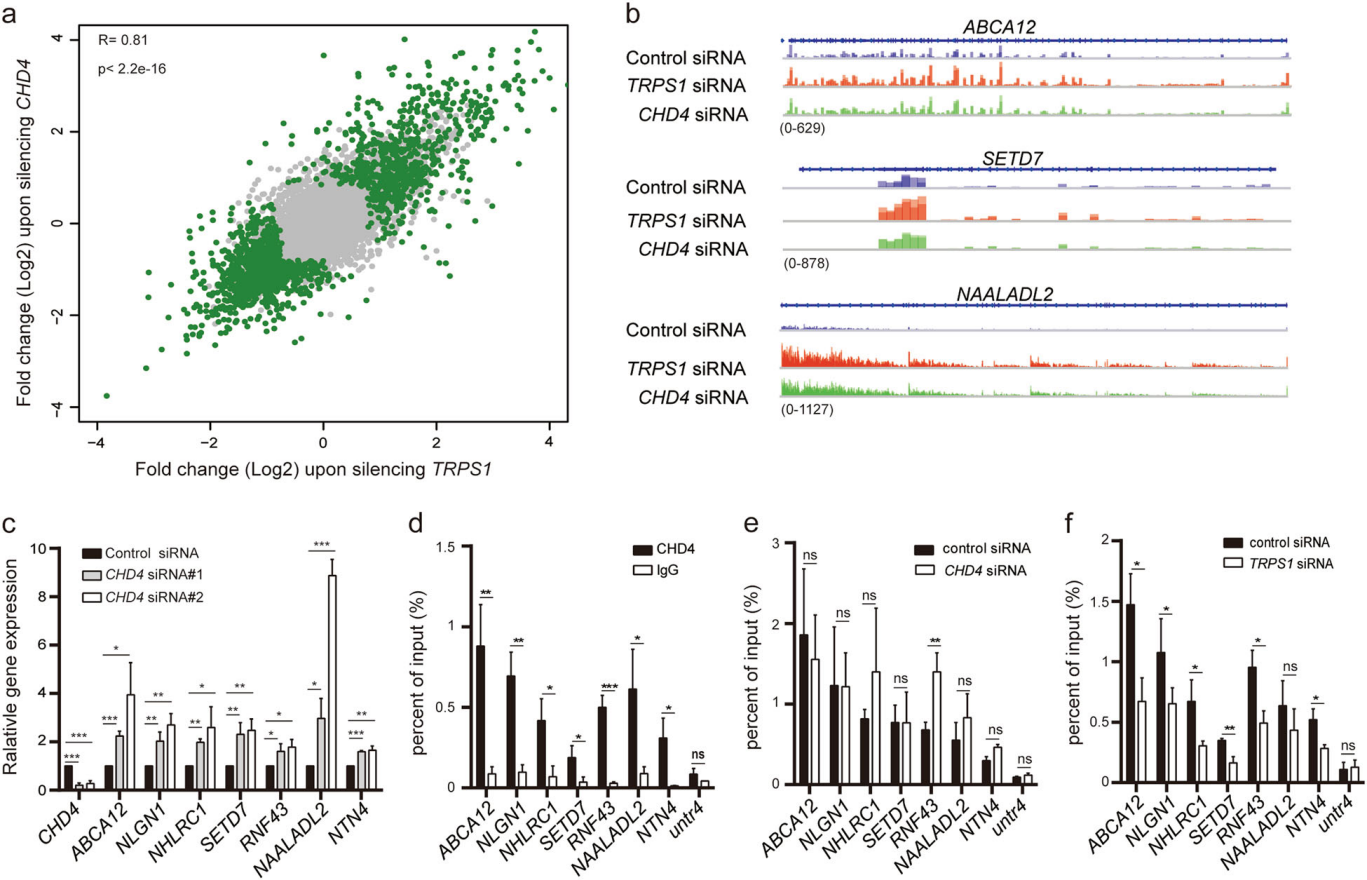
TRPS1 nucleates CHD4/NuRD(MTA2) complex to repress target gene expression. **a** Scatter plots demonstrating the correlation between the transcriptional outputs mediated by TRPS1 and CHD4. Genes indicate significantly differentially expressed genes. Correlation coefficients were calculated using Pearson correlation coefficient and the *p* value was calculated using *t* test (*p* < 2.2e−16). **b** RNA-seq track examples of the selected genes, *SETD7*, *ABCA12*, and *NAALADL2*. **c** RT-qPCR validation of *ABCA12*, *NLGN1*, *NHLRC1*, *SETD7*, *RNF43*, *NAALADL2*, and *NTN4* expression upon silencing *CHD4*. **d** ChIP-qPCR analysis of CHD4 enrichment on regulatory regions of *ABCA12*, *NLGN1*, *NHLRC1*, *SETD7*, *RNF43*, *NAALADL2*, and *NTN4*. **e** ChIP-qPCR analysis of TPRS1 enrichment on regulatory regions of *ABCA12*, *NLGN1*, *NHLRC1*, *SETD7*, *RNF43*, *NAALADL2*, and *NTN4* upon silencing *CHD4*. **f** ChIP-qPCR analysis of CHD4 enrichment on regulatory regions of *ABCA12*, *NLGN1*, *NHLRC1*, *SETD7*, *RNF43*, *NAALADL2*, and *NTN4* upon silencing *TRPS1*. Each bar represents the mean ± SD for triplicate experiments. *t* Test was used for statistical significance analysis. *p < 0.05, **p < 0.01, ***p < 0.001. **d**–**f**: *Untr4* acts as a comparative control, and each bar represents the mean ± SD for triplicate experiments

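At the paper's threshold, 116 genes rose in both knockdowns, 233 rose upon *TRPS1* silencing alone and 220 upon *CHD4* silencing alone. Of the genes raised upon *TRPS1* silencing, 33.2% were also raised upon *CHD4* silencing. The control siRNA libraries are shared, which raises this overlap without any effect of a knockdown. Among all genes more than 2-fold higher upon *TRPS1* silencing, regardless of p, 54.8% were also more than 2-fold higher upon *CHD4* silencing, against 61.7 to 71.0% in the simulations without changed genes. Upon *CHD4* silencing, 36 of the 993 bound genes tested were upregulated (odds ratio 1.46, 95% confidence interval 0.995 to 2.08, p = 0.0476, two-sided Fisher's exact test) and 51 were downregulated (odds ratio 1.98, 1.43 to 2.69, p = 3.76e-05). With a likelihood ratio test the p for upregulated genes was 0.117. These exact tests also take genes as independent units.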

As described above, TRPS1 binds to specific DNA sequence (Fig. 1) and either depletion of TRPS1 or dysfunction of CHD4/NuRD(MTA2) by depleting its essential component, CHD4, resulted in the loss of transcriptional repression of a set of target genes. We hypothesized that TRPS1 nucleates CHD4/NuRD(MTA2) complex to form precision-guided machinery, which precisely represses the expression of target genes. In this complex, TRPS1 functions as the guiding element by targeting specific DNA sequences in the genome and CHD4/NuRD(MTA2) represses expression of the target genes. We performed ChIP-qPCR using CHD4 antibodies and observed enrichment of CHD4 at the regulatory regions of *ABCA12*, *NLGN1*, *NHLRC1*, *SETD7*, *RNF43*, *NAALADL2*, and *NTN4* together with TRPS1 enrichment (Fig. 3d). Furthermore, silencing *CHD4* did not affect TRPS1 enrichment at the regulatory regions of the investigated genes, while silencing *TRPS1* led to the loss of enrichment of CHD4 at these regions (Fig. 3e, f). Taken together, these results indicated that TRPS1 nucleated CHD4/NuRD(MTA2) complex to repress target gene expression.

### TRPS1-CHD4/NuRD(MTA2) machinery represses *TP63* expression by involving decommission of its enhancer

We attempted to identify a specific gene targeted and transcriptionally repressed by TRPS1-CHD4/NuRD(MTA2) complex. 

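A total of 21 genes were nearest to a TRPS1 peak and upregulated upon both silencing *TRPS1* and silencing *CHD4* at the paper's threshold. Another 31 bound genes were upregulated upon *TRPS1* silencing alone and 15 upon *CHD4* silencing alone. *TP63* had raw counts of 27 and 25 in the control siRNA libraries, 148 and 88 upon *TRPS1* silencing and 267 and 92 upon *CHD4* silencing. Its log2 fold change was 2.36 (standard error 0.65, adjusted p = 0.659 from edgeR) upon *TRPS1* silencing and 3.06 (standard error 0.72, adjusted p = 0.792) upon *CHD4* silencing. Without *TRPS1* siRNA replicate 1 the former was 1.58, and without *CHD4* siRNA replicate 1 the latter was 1.94. Among the 21 genes *TP63* ranked 7 by log2 fold change upon *TRPS1* silencing and 3 upon *CHD4* silencing. The genes above it in both rankings were *TMPRSS4* and *SLITRK6*, each with 7 counts or fewer in either control siRNA library. Over genes with more than 1 CPM in every library, a filter chosen after the values were seen, *TP63* ranked 2 upon *TRPS1* silencing, behind *NAALADL2*, and 1 upon *CHD4* silencing. Of the 19 genes of Fig. 4b, 14 were among the 21. *ATP10D*, *NLGN1* and *PCDHA11* had an unadjusted p over 0.05 in both knockdowns, and *G3BP2* and *SETD7* had log2 fold changes of 0.99 upon *CHD4* silencing. *DDIT3*, with 886 and 308 counts upon *TRPS1* silencing and 1614 and 229 upon *CHD4* silencing, had log2 fold changes of 0.59 and 0.45 without replicate 1 of each knockdown.

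**Figure D4:**
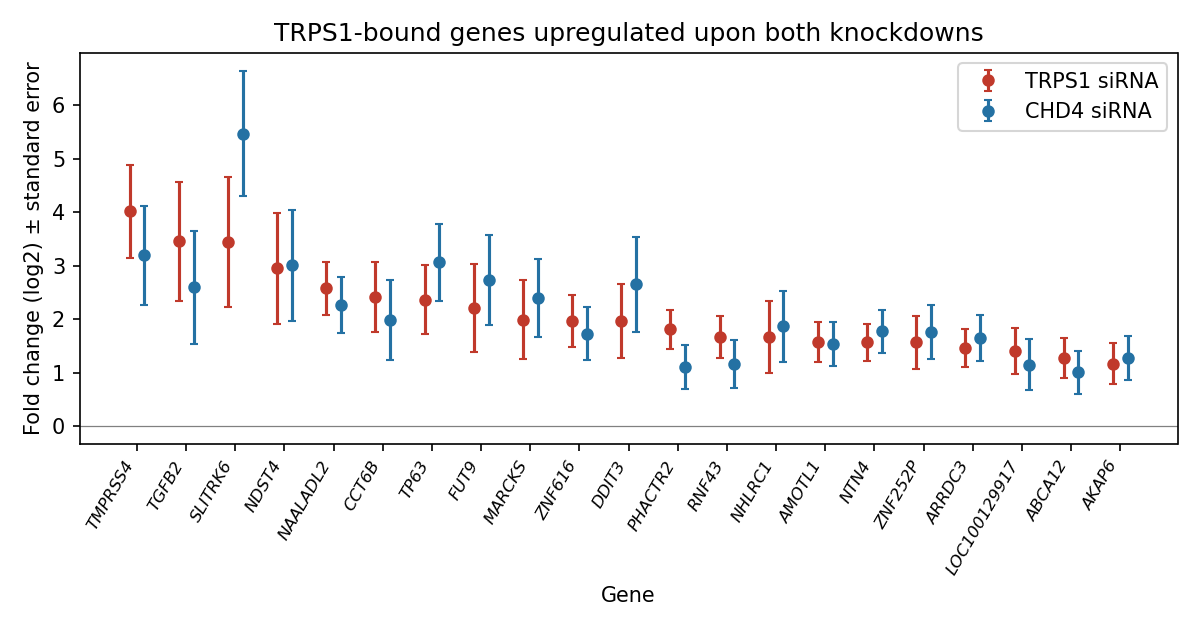
Log2 fold change ± standard error against control siRNA of the 21 TRPS1-bound genes upregulated in both knockdowns (x axis, ordered by the change upon *TRPS1* silencing), for *TRPS1* siRNA (red) and *CHD4* siRNA (blue), 2 libraries per group. *TP63* stands at 2.36 and 3.06.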

For this purpose, *TP63* was selected as it showed consistent upregulation with the largest fold increase upon silencing *TRPS1* or *CHD4* (Fig. 4a, b). *TP63* encodes multiple p63 proteins including isoforms of two main groups: those with a full-length transactivation domain (referred to as the TAp63) and those lacking the transactivation domain (ΔNp63)^21^. From RNA-seq data, we found that only expression of isoforms coding ΔNp63 was detectable and showed upregulation upon silencing TRPS1 or CHD4 (Fig. 4c). By using RT-qPCR and western blotting, we confirmed that ΔNp63 was upregulated at the mRNA and protein levels, respectively, upon silencing either *TRPS1* or *CHD4*, while TAp63 protein was not detected in any of the investigated samples (Fig. 4d). These results suggested that TRPS1-CHD4/NuRD(MTA2) machinery repressed the expression of *TP63*, leading to decreased expression of ΔNp63.

**Fig. 4:**
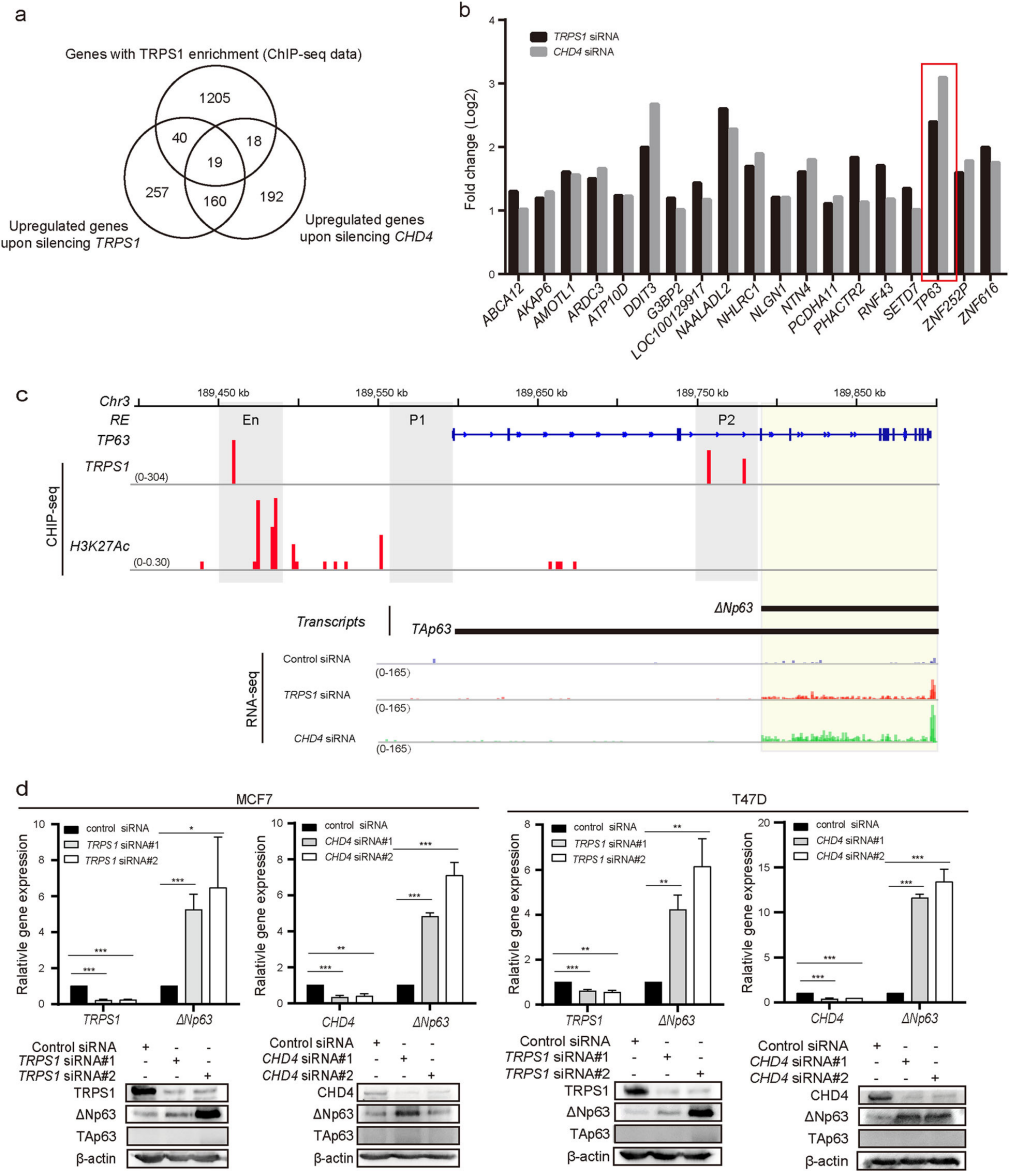
TRPS1-CHD4/NuRD(MTA2) regulates ΔNp63 expression by targeting regulatory region of *TP63*. **a** Venn diagram displays overlapping gene analysis of TRPS1 ChIP-seq-enriched genes and RNA-seq data of upregulated genes after the TRPS1and CHD4 knockdown. **b** Histogram of upregulated TRPS1 enrichment genes after TRPS1 and CHD4 knockdown. **c** ChIP-seq track of TRPS1 occupancy in the *TP63* regulatory region and RNA-seq track of the *TP63* gene expression. En, P1, and P2 indicate the enhancer, P1 promoter, and P2 promoter region of *TP63*, respectively. **d** ΔNp63 was upregulated at the mRNA and protein levels upon silencing *TRPS1* or *CHD4*. Each bar represents the mean ± SD for triplicate experiments. *t* Test was used for statistical significance calculation. *p < 0.05, **p < 0.01, ***p < 0.001

TAp63 and ΔNp63 are reported to be regulated by the P1 and P2 promoters, respectively. ChIP-Seq data showed that TRPS1 enriched at both P2 and an additional region at upstream of P1 but not at P1. 

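In the table of peaks, *TP63* starts on chromosome 3 at 189631427 and ends at 189897279. The peak upstream of this start, from 189458544 to 189458907, lay 172883 bp away, had a fold enrichment of 8.06 and a -log10 q of 33.0, and is the peak that Supplementary Table 1 assigns to *TP63*. Inside the gene lay 2 peaks, from 189756654 to 189756992 (fold enrichment 5.58, -log10 q 18.2) and from 189779407 to 189779693 (fold enrichment 5.51, -log10 q 13.4), which that table assigns to *MIR944*. No peak lay nearer to the *TP63* start than 125227 bp.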

Regions with H3K27ac enrichment were suggested to be candidate enhancers^22^. Via retrieving and analyzing H3K27ac ChIP-seq data for T47D (GSM1693025), we found that the additional region at upstream of P1 but not P1 and P2 shows enrichment of H3K27ac, suggesting that the additional region at upstream of P1 is an enhancer and TRPS1 was likely to repress *TP63* expression by targeting both enhancer and P2 promoter of *TP63* (Fig. 4c). Since regulation of ΔNp63 expression by the P2 promoter is well documented, we focused on its regulation by the *TP63* enhancer element. To test that TRPS1-CHD4/NuRD(MTA2) machinery repressed ΔNp63 expression by directly targeting its enhancer, we performed ChIP-qPCR and detected ~7-fold enrichment of TRPS1 and ~5-fold enrichment of CHD4 at the *TP63* enhancer. These observations indicated that the TRPS1-CHD4/NuRD(MTA2) machinery directly targeted *TP63* enhancer (Fig. 5a, b). When ChIP-qPCR was performed using CHD4 antibody with or without *TRPS1* silencing, CHD4 enrichment at *TP63* enhancer was reduced upon silencing *TRPS1* (Fig. 5c). In comparison, upon silencing *CHD4*, TRPS1 enrichment at *TP63* enhancer remained unaffected (Fig. 5d).

**Fig. 5:**
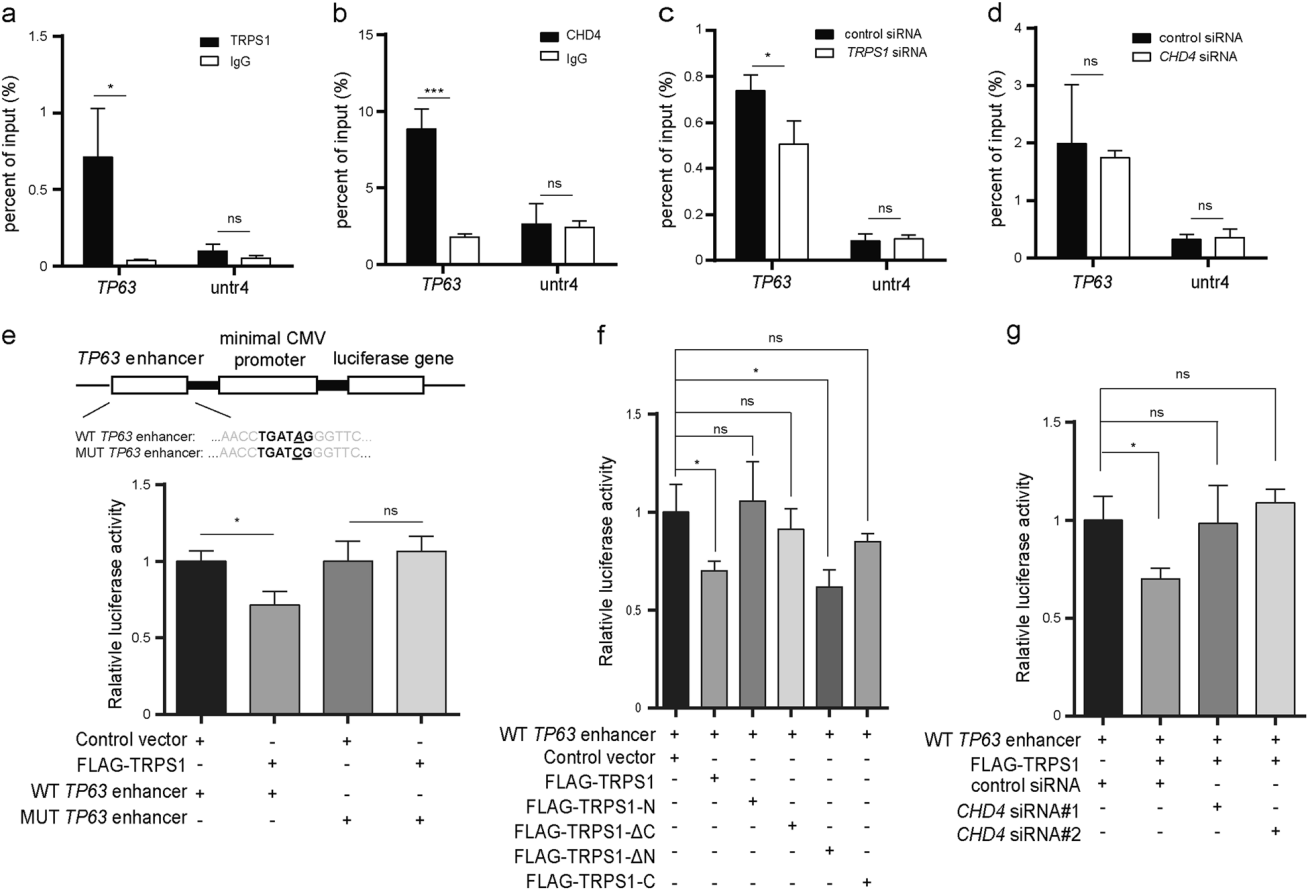
TRPS1-CHD4/NuRD(MTA2) decommissions *TP63* enhancer in the precision-guided manner. **a** ChIP-qPCR confirmed enrichment of TRPS1 at *TP63* enhancer. **b** ChIP-qPCR confirmed enrichment of CHD4 at *TP63* enhancer. **c** Enrichment of CHD4 at *TP63* enhancer was reduced upon silencing *TRPS1* by ChIP-qPCR. **d** Enrichment of TRPS1 at *TP63* enhancer was not affected upon silencing *CHD4* by ChIP-qPCR. **a**–**d** Each bar represents the mean ± SD for triplicate experiments. **e** *TP63* enhancer luciferase assay with ectopic overexpression of TRPS1 in HEK293T cells. **f** *TP63* enhancer luciferase assay with ectopic overexpression of TRPS1 and its truncates in HEK293T cells. **g** *TP63* enhancer luciferase assay with or without silencing *CHD4* in HEK293T cells with ectopic overexpression of TRPS1. **e**–**g**: Each bar represents the mean ± SD for triplicate experiments. *t* Test was used for calculation of statistical significance. *p < 0.05, ***p < 0.001

To further confirm that *TP63* enhancer is functional enhancer and contributes to repression of *TP63* expression by TRPS1-CHD4/NuRD(MTA2) complex, we carried out enhancer trap analysis via cloning *TP63* enhancer sequence in pGL3-basic coupled with minimal cytomegalovirus (CMV) promoter driving the luciferase gene followed by luciferase reporter assay. The results showed that the luciferase activity of *TP63* enhancer was significantly attenuated upon overexpression of *TRPS1*. On the other hand, TPRS1 was unable to attenuate luciferase activity when *TP63* enhancer was mutated from GATA to GATC in the central GATA-binding sequence (Fig. 5e). These results indicated that TRPS1 was able to repress transcriptional activation of *TP63* by recognizing the GATA sequence in *TP63* enhancer. We further investigated which domain of TRPS1 was required for enhancer repression by overexpressing full-length TRPS1 and a series of TRPS1 truncates. As described above, TRPS1-ΔN, containing GATA domain and C-terminal domain of TRPS1, was sufficient to bind CHD4/NuRD(MTA2) complex and reduced transcription of *TP63* enhancer causing a significant decrease in luciferase activity comparable to that of full-length TRPS1, indicating that C-terminal region of TRPS1 is a repression domain (Figs. 2 and 5f). Furthermore, overexpression of TRPS1 was unable to inhibit the enhancer if CHD4/NuRD(MTA2) was dysfunctional by depleting its essential component CHD4 (Fig. 5g). Our current study suggested that decommission of *TP63* enhancer by TRPS1-CHD4/NuRD(MTA2) in a precision-guided manner contributes to repression of ΔNp63 expression. It is worthy to further investigate how enhancer, P1, and P2 cooperate to mediate the transcription output of *TP63* by TRPS1.

### Silencing TRPS1 increases the metastatic ability of breast cancer cells by increasing ΔNp63 expression

To better understand the biological functions of TRPS1 associated with its transcriptional repression function in breast cancer pathogenesis, we performed pathway enrichment analysis on the genes directly targeted and transcriptionally repressed by TRPS1 using DAVID^23^ (Fig. 6a). The analysis showed that cell adhesion and regulation of cell migration functions were enriched, suggesting an important role of TRPS1 in regulating metastatic abilities of breast cancer cells. In this context, ΔNp63 was reported to increase cell migration and invasion of breast cancer cells^24,25^. Since ΔNp63 was repressed by TRPS1 (Figs. 4 and 5), we hypothesized that elevated expression of TRPS1 inhibited migration and invasion of breast cancer cells by repressing the expression of ΔNp63. To test this idea, we carried out migration and invasion assays on breast cancer cells with or without silencing *TRPS1*. The number of migrating and invading breast cancer cells increased upon silencing *TRPS1*, while additional depletion of ΔNp63 expression by silencing *TP63* restored the increased migration and invasion abilities of breast cancer cells (Fig. 6b).

**Fig. 6:**
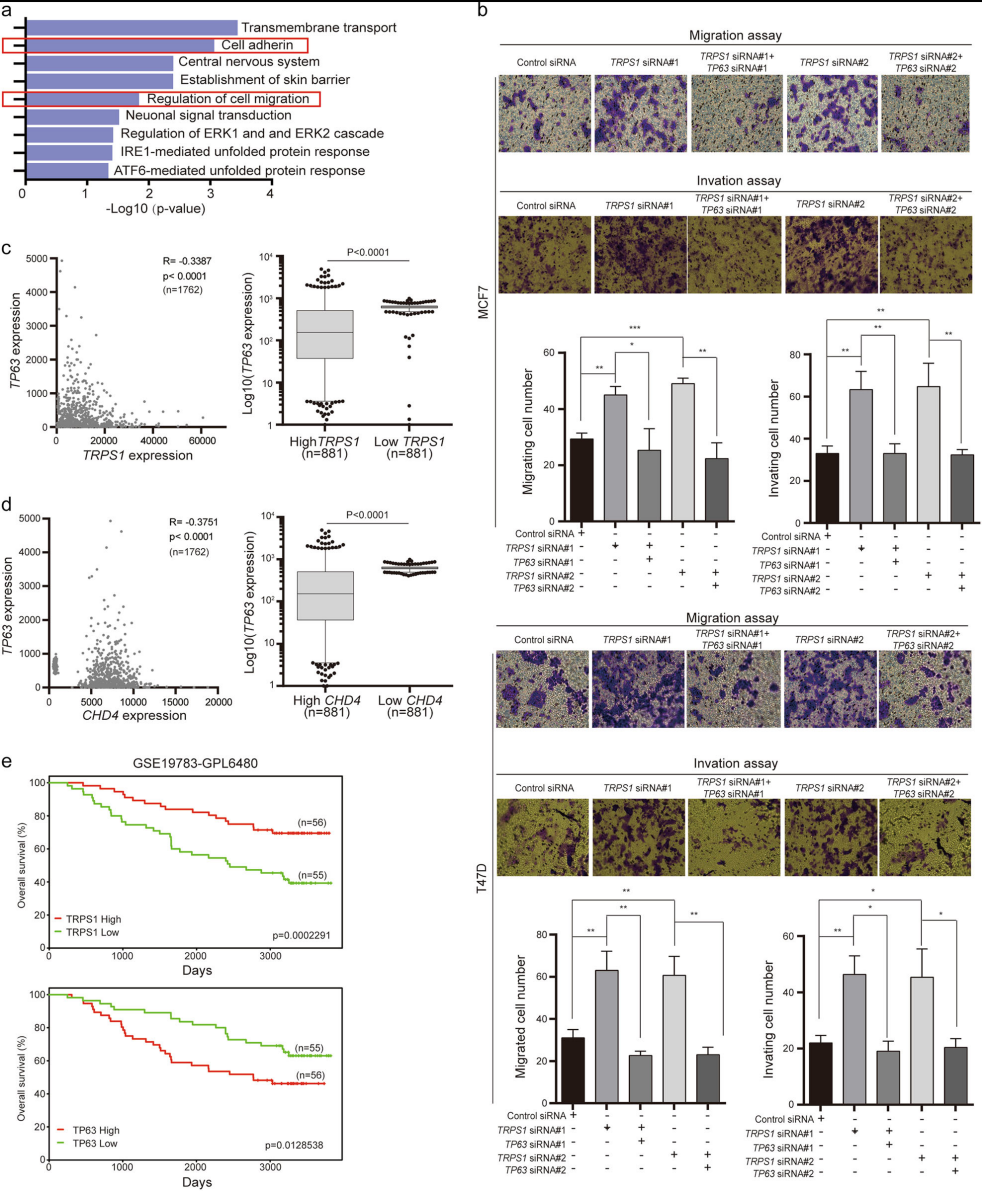
TRPS1-CHD4/NuRD(MTA2)-ΔNp63 axis contributes to breast cancer cell motility and prognosis. **a** Pathway enrichment analysis of TRPS1-targeted genes using DAVID. **b** Migration and invasion assay on T47D and MCF7 cells upon silencing TRPS1 with or without additional silencing of ΔNp63. Each bar represents the mean ± SD for triplicate experiments. *t* Test was used for calculation of statistical significance. *p < 0.05, **p < 0.01, ***p < 0.001. **c** The expression correlation between *TRPS1* and *TP63* using the expression data of 1762 breast cancers from GEO. **d** The expression correlation between *CHD4* and *TP63* using the expression data of 1762 breast cancers from GEO. **c**, **d** *R* stands for correlation and was calculated using GraphPad. *t* Test was used for calculation of statistical significance. **e** Prognostic value of *TRPS1* and *TP63* expression in breast cancers using PROGgene^40^

We further analyzed the expression data of 1762 breast cancers retrieved from GEO and found a statistically significant negative correlation of the expression between *TRPS1* and *TP63* (*r* = −0.3387, *p* < 0.001) and between CHD4 and *TP63* (*r* = −0.3751, *p* < 0.001) (Fig. 6c, d). Also, breast cancer patients with high TRPS1 and low *TP*63 expression had better overall survival (Fig. 6e). Taken together, our results suggested that elevated expression of TRPS1 nucleates CHD4/NuRD(MTA2) complex to repress ΔNp63 expression to reduce cell migration and invasion of breast cancer cells and better survival.

## Discussion

Herein, we have provided evidence that TRPS1 functions as a transcriptional repressor by recruiting CHD4/NuRD(MTA2) to suppress the expression of target genes. Through physical interaction, TRPS1 and CHD4/NuRD(MTA2) act in an interdependent fashion to execute transcription repression in a precision-guided manner. For example, the expression of ΔNp63 was suppressed by TRPS1-CHD4/NuRD(MTA2), which decommissioned *TP63* enhancer leading to reduced metastatic ability of breast cancer cells and better survival of breast cancer patients. An oncogenic role was ascribed to CHD4 for initiating and supporting tumor-suppressor gene silencing in human colorectal cancer^26^. CHD4 constitutes an essential component of the NuRD complex, which interacts with sequence-specific transcriptional repressors and functions as a multi-protein transcriptional co-repressor^27^. One of the typical members of the GATA family, GATA3, was reported to interact with G9A/NuRD(MTA3) to suppress breast cancer metastasis through targeting the promoters of an array of genes involved in important cellular signaling pathways regulating cell migration and invasion^28^. In our current study, we demonstrated that the atypical GATA member, TRPS1, interacted with CHD4/NuRD(MTA2) to form a transcriptional repressive, precision-guided machinery and targeted both proximal and distal TSS regions of target genes extending the current notion of GATA/NuRD transcriptional repressive function. GATA3 was reported to recruit MTA3 and not MTA2 in MCF7 cells^28^. We showed here that TRPS1 recruited MTA2 in MCF7 cells, indicating differential usage of MTA species specific to different members from the same gene family depending upon the cellular context. In this respect, both GATA3 and TRPS1 were able to regulate multiple genes in the EMT pathway^28^, although the underlying mechanisms are currently not known. Nevertheless, our identification of TRPS1-CHD4/NuRD(MTA2) complex-regulated genes, which are enriched in cell adhesion and cell migration pathways, provides additional support and mechanistic insight into breast cancer metastasis.

The p63 protein, encoded by *TP63*, is a p53 family member involved in a diverse range of biological processes, including embryonic development, cell migration, cell proliferation, differentiation, survival, and apoptosis^29–34^. The role of *TP63* in oncogenesis is controversial due to the complexity of the *TP63* gene, which encodes multiple p63 isoforms^14^, including TAp63 with tumor-suppressive function and ΔNp63 that has an oncogenic role^15,16^. TAp63 and ΔNp63 are the products of two alternative promoters, P1 and P2, respectively, and have pleiotropic functions. Our observation that the TRPS1-CHD4/NuRD(MTA2) complex transcriptionally represses *TP63* via involving decommission of *TP63* enhancer and leading to a reduction of ΔNp63 provided additional mechanistic insight into the transcriptional regulation of *TP63*. Thus the TPRS1-CHD4/NuRD(MTA2) complex is upstream of ΔNp63, which is the main isoform in breast cancer.

In summary, our findings revealed that TRPS1 recruits CHD4/NuRD(MTA2) complex forming precision-guided machinery for the transcriptional repression of specific genes. We have shown that TRPS1 reduced the metastatic ability of breast cancer cells by involving decommission of *TP63* enhancer and repressing ΔNp63 expression. Our data provide mechanistic insights into how TRPS1 functions as a transcription repressor elucidating a new molecular mechanism underlying the transcription regulation of *TP63* and providing a link between TRPS1 and migration and invasion of breast cancer cells. Our results help in understanding the complexity of the functions of GATA family members and support the pursuit of TRPS1, NuRD, and ΔNp63 as the potential prognostic indicators and/or therapeutic targets of breast cancer.

## Materials and methods

### Cell culture

293T cells were cultured in Dulbecco’s modified Eagle’s medium (Life Technologies) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin–streptomycin solution (Life Technologies). MDA-MB-231 cells were maintained in L-15 media with 10% FBS and 1% penicillin–streptomycin solution (Life Technologies). T47D and MCF7 cells were cultured in Roswell Park Memorial Institute medium-1640 (RPMI-1640) (Life Technologies) supplemented with 10% FBS and 1% penicillin–streptomycin solution (Life Technologies).

### RNA interference

Small interfering RNAs (siRNAs) against *TRPS1*, *CHD4*, or *TP63* (coding ΔNp63) and control siRNA (GenePharma) were transfected into cells using Lipofectamine RNAiMAX reagent (Invitrogen). siRNA sequences are listed in Supplementary Table 4.

### Reverse transcription qPCR

Total RNA was extracted using the RNeasy Kit (Qiagen) and reverse transcription of RNA was performed using the PrimeScript RT Reagent Kit (Takara) according to the manufacturers’ instructions. Real-time PCR reactions were performed with SYBR Premix Ex Taq (Takara) in the Bio-Rad CFX96 Real-Time PCR System (Bio-rad). Endogenous β-actin was used for normalization. The primers sequences for real-time RT-PCR are listed in Supplementary Table 4.

### Co-immunoprecipitation

Endogenous Co-IP was performed using anti-TRPS1 antibody (R&D systems), control polyclonal immunoglobulin G (IgG; Santa Cruz Biotechnology, Santa Cruz, CA), and Dynabeads Protein G (Invitrogen, Carlsbad, CA) according to the manufacturers’ instructions. For exogenous Co-IP, we transfected flag-TRPS1 plasmid into 293T cells with PEI. Cells were lysed after 48 h and incubated with flag agarose. Subsequently, western blot analysis of NURD, CHD4, MTA2, HDAC1, HDAC2, and RBBP4/7 was performed.

### GST pull-down assay

Series of TRPS1 truncates were cloned into pET.MBP.3C for generating recombinant proteins. Only TRPS1-∆N (residues 881–1294) could be overexpressed as soluble recombinant protein in *E. coli* DE3 strain. Protein purification was performed according to 6×His-tagged protein purification protocol using Ni-beads following the manufacturer’s protocol (Qiagen).

### ChIP-qPCR

Cells were treated with formaldehyde to create protein–DNA crosslinks, and the crosslinked chromatin was extracted and sheared by sonication. Protein G beads were precleared and blocked with 1% bovine serum albumin. Sheared chromatin was used for immunoprecipitation with normal IgG, TRPS1, or CHD4 antibodies. The immuno-precipitates were washed, eluted, and de-crosslinked. After proteins and RNA were degraded by treatment with proteinase K and RNase A, DNA was purified, followed by quantification PCR. Primer sequences used for ChIP-qPCR experiments are listed in Supplementary Table 4.

### Western blot analysis

CHD4 and his-tag antibodies were acquired from Abcam. The TRPS1 antibody was purchased from R&D Systems. β-Actin antibody and anti-mouse secondary antibody were purchased from Proteintech. The ΔNp63 antibody was bought from Abways Technology. Anti-rabbit secondary antibody and anti-goat secondary antibody were purchased from Santa Cruz Biotechnology.

For western blotting, protein lysates were separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis, transferred to a polyvinylidene difluoride membrane, and immunoblotted with antibodies. Blots were developed with enhanced chemiluminescence western blotting reagent (Pierce/Thermo Scientific).

### Luciferase reporter constructs

For human *TP63*-minimal CMV-Luc, a 1.6-kb fragment of human *TP63* enhancer coupled with minimal CMV promoter was cloned into the pGL3-Basic plasmid (NheI and HindIII sites) upstream of the firefly luciferase gene (Promega). For mutant human *TP63*-minimal CMV-Luc, conserve sequence WGATAR of human *TP63* enhancer was mutated into WGATCR using the QuikChange II XL Site-Directed Mutagenesis Kit (Agilent Technologies); the corresponding wild-type plasmid was used for mutating A to C following the manufacturer’s procedures.

### Luciferase reporter assay

For the luciferase reporter assay, 293T cells were transfected with *TP63*-minimal CMV-Luc, mutant *TP63*-minimal CMV-Luc, flag-TRPS1, or truncated TRPS1 plasmids containing Renilla luciferase (pRL-SV40). The pRL-SV40 plasmid served as an internal control for normalizing the transfection efficiency. Firefly and Renilla luciferase activities were measured 48 h after transfection with the Dual-Luciferase System (Promega) using a CentroLB960 96-well luminometer (Berthold Technologies).

### Migration and invasion assay

For in vitro migration assay, an 8-μm pore size Boyden chamber (Millipore, PI8P01250) was used. Cells (400 μl, 1 × 10^5^) in 0.5% serum-containing RPMI-1640 were plated in the upper chamber and 600 μl RPMI-1640+10% FBS in the lower chamber as a chemoattractant. For the invasion assay, an 8-μm pore size BD Matrigel Invasion Chamber was used. After 72 h for migration assay and 144 h for invasion assay, cells on the upper side of the filter were removed and cells that remained adherent to the underside of membranes were fixed in formaldehyde, followed by staining with crystal violet. The number of migrated cells was counted using a microscope. Three contiguous fields of each sample were examined using a 20× objective to obtain representative images of cells that migrated/invaded across the membrane.

### Chromatin immunoprecipitation-sequencing and RNA-sequencing

For chromatin immunoprecipitation-sequencing, a total of 5 × 10^7^ T47D cells were used per ChIP assay according to a previously described protocol^35^. Briefly, cells were crosslinked with 1% paraformaldehyde for 10 min at room temperature, quenched with glycine, and fixed chromatin was sonicated and immunoprecipitated with specific antibodies. Libraries were prepared with Illumina’s ChIP-Seq sample prep kit for next-generation sequencing.

For RNA sequencing, T47D cells were transfected with control siRNA, TRPS1 siRNA, or CHD4 shRNA. Seventy-two hours later, total RNA was extracted with the RNeasy Kit (Promega). Total RNA was depleted of rRNA using Ribozero (Illumina), followed by library preparation and next-generation sequencing. The Gene Expression Omnibus (GEO) accession number for the ChIP-seq and expression data reported in this paper is GSE114213.

### Sequencing data analysis

Both the ChIP-seq and RNA-seq data were first trimmed of sequencing adaptors and low sequencing quality end, and the reads passing the quality control were then used for sequence alignment and subsequent analysis. For ChIP-Seq analysis, the reads were aligned to the human reference genome with BWA 0.7.12-r1039. The peaks of ChIP-seq experiment were called from the aligned reads with MACS2 2.1.1.20160309, and the peaks were then annotated for their positions according to the gene structure. The sequences of the peaks were extracted as well for further motif analysis using a python script programmed by our group. The genes with the shortest distance to the peaks were used for enrichment analysis and visualization. To determine TRPS1 motifs, first, the coordinates of the peaks of the TRPS1-binding sites from the ChIP-seq analysis were called with MACS2^36^. Second, DNA-binding motifs over-represented in these peak regions were found using cisFinder, a method by clustering position frequency matrices^37^. All motifs with a false discovery rate <0.05 were defined as TRPS1-binding motifs. After that, the motifs were multiply aligned with clustal Omega, and the aligned motifs were used for calculating the entropy for each position of the certain nucleotide with the method of WebLogo^38^. Finally, the multiplty aligned sequences of nucleotides were filtered with a sliding-window of 10 bp and the entropy value of 2.5. It means that only 10bp continuous nucleotides which has entropy values larger than 2.5 will be kept for logo presentation. For RNA-seq analysis, the reads were aligned with STAR 1.5.2, and the aligned reads were next used to quantify the expression level of the genes with HTSeq 0.9.0. The genes with >2 count per million corresponding to a count of 6–7 reads in sample’s expression were used for the differential expression analysis. A trimmed mean of *M*-values between each pair of samples was performed for normalization. Then the differentially expressed genes were called and used for enrichment analysis and visualization.

## Supplementary information

Supplementary Legends

Figure S1

Figure S2

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Reporting checklist from original submission

# Supplementary material for: Atypical GATA transcription factor TRPS1 represses gene expression by recruiting CHD4/NuRD(MTA2) and suppresses cell migration and invasion by repressing TP63 expression
**Source:** Oncogenesis. 2018 Dec 19;7(12):96. doi: 10.1038/s41389-018-0108-9
**Supplement:** Supplementary file 1 — Supplementary Legends

**Supplementary Fig. 1** **a** Flowchart for identification interactome of TRPS1. **b** TRPS1 interaction network analysis with STRING database.

**Supplementary Fig. 2** (**a** and **b**) MA plots demonstrating differentially expressed genes after **a** CHD4 or **b** TRPS1 knockdown.

**Supplementary Table 1**: Enrichment of TRPS1 peaks in T47D by Chip-seq.

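Each row of this table is a peak with its chromosome, start, end, width, pileup of reads, -log10 p and -log10 q from MACS2 and fold enrichment over input, followed by the nearest gene, its start and end, the distance from the peak to its TSS, the position of the peak relative to the gene, and the label TSS proximal or TSS distal. It has 1857 rows for 1844 peaks, since 13 peaks have more than 1 row, and 1 peak has no nearest gene. The largest distance among peaks labelled proximal was 4962 bp and the smallest among peaks labelled distal was 5007 bp.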

**Supplementary Table 2** and **3**: Differential expressed genes upon silencing of *TRPS1* or *CHD4* in T47D by RNA-sequencing.

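For each gene these tables give the log2 fold change against control siRNA, the mean log2 CPM, a likelihood ratio statistic, its p value and the false discovery rate. The copy examined here shows the first 1998 of 12350 rows for *TRPS1* and of 12337 rows for *CHD4*. The deposited counts give 12351 and 12338 genes with over 1 CPM in every library of the comparison. Over these genes, edgeR's likelihood ratio test, a setting chosen after the data were seen, called 475 genes up and 550 down upon *TRPS1* silencing and 389 up and 494 down upon *CHD4* silencing. In the shown part, the paper's table for *CHD4* has 389 upregulated genes at the paper's threshold, and the paper's tables have 17 (*TRPS1*) and 27 (*CHD4*) raised genes with a false discovery rate under 0.05.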

**Supplementary Table 4**: RT-qPCR ,ChIP-qPCR primer sequences and Sequences of siRNAs.

# Supplementary material for: Atypical GATA transcription factor TRPS1 represses gene expression by recruiting CHD4/NuRD(MTA2) and suppresses cell migration and invasion by repressing TP63 expression
**Source:** Oncogenesis. 2018 Dec 19;7(12):96. doi: 10.1038/s41389-018-0108-9
**Supplement:** Supplementary file 8 — Reporting checklist from original submission

Corresponding Author Name: \_\_\_\_\_

Manuscript Number: \_\_\_\_\_

## Reporting Checklist

This checklist is used to ensure good reporting standards and to improve the reproducibility of published results. **Please respond completely to all questions relevant to your manuscript.** For more information, please read the journal's Guide to Authors.

☐ Check here to confirm that the following information is available in the Material & Methods section:

- the **exact sample size (*n*)** for each experimental group/condition, given as a number, not a range;
- a **description of the sample collection** allowing the reader to understand whether the samples represent **technical or biological replicates** (including how many animals, litters, culture, etc.);
- a **statement of how many times the experiment shown was replicated in the laboratory**;
- **definitions of statistical methods and measures**: (For small sample sizes ( $n < 5$ ) descriptive statistics are not appropriate, instead plot individual data points)
  - very common tests, such as *t*-test, simple  $\chi^2$  tests, Wilcoxon and Mann-Whitney tests, can be unambiguously identified by name only, but more complex techniques should be described in the methods section;
  - are tests one-sided or two-sided?
  - are there adjustments for multiple comparisons?
  - **statistical test results**, e.g., ***P* values**;
  - definition of '**center values**' as **median or mean**;
  - definition of **error bars as s.d. or s.e.m. or c.i.**

Please ensure that the answers to the following questions are reported **in the manuscript itself**. We encourage you to include a specific subsection in the methods section for statistics, reagents and animal models. Below, provide the page number or section and paragraph number.

### Statistics and general methods

1. How was the sample size chosen to ensure adequate power to detect a pre-specified effect size? (Give section/paragraph or page #)

For animal studies, include a statement about sample size estimate even if no statistical methods were used.

2. Describe inclusion/exclusion criteria if samples or animals were excluded from the analysis. Were the criteria pre-established? (Give section/paragraph or page #)

3. If a method of randomization was used to determine how samples/animals were allocated to experimental groups and processed, describe it. (Give section/paragraph or page #)

For animal studies, include a statement about randomization even if no randomization was used.

### Reported in section/paragraph or page #

|  |
|--|
|  |
|  |
|  |
|  |
|  |

4. If the investigator was blinded to the group allocation during the experiment and/or when assessing the outcome, state the extent of blinding. (Give section/paragraph or page #)

For animal studies, include a statement about blinding even if no blinding was done.

5. For every figure, are statistical tests justified as appropriate?

Do the data meet the assumptions of the tests (e.g., normal distribution)?

Is there an estimate of variation within each group of data?

Is the variance similar between the groups that are being statistically compared? (Give section/paragraph or page #)

### Reagents

6. Report the source of antibodies (vendor and catalog number)

7. Identify the source of cell lines and report if they were recently authenticated (e.g., by STR profiling) and tested for mycoplasma contamination

### Animal Models

8. Report species, strain, sex and age of animals

9. For experiments involving live vertebrates, include a statement of compliance with ethical regulations and identify the committee(s) approving the experiments.

10. We recommend consulting the ARRIVE guidelines ([PLoS Biol. 8\(6\), e1000412,2010](https://doi.org/10.1371/journal.pbio.1000412)) to ensure that other relevant aspects of animal studies are adequately reported.

|  |
|--|
|  |
|  |
|  |
|  |
|  |
|  |

### Reported in section/paragraph or page #

|  |
|--|
|  |
|  |

### Reported in section/paragraph or page #

|  |
|--|
|  |
|  |

## Human subjects

## Reported in section/paragraph or page #

11. Identify the committee(s) approving the study protocol.

12. Include a statement confirming that informed consent was obtained from all subjects.

13. For publication of patient photos, include a statement confirming that consent to publish was obtained.

14. Report the clinical trial registration number (at [ClinicalTrials.gov](http://ClinicalTrials.gov) or equivalent).

15. For phase II and III randomized controlled trials, please refer to the [CONSORT statement](#) and submit the CONSORT checklist with your submission.

16. For tumor marker prognostic studies, we recommend that you follow the [REMARK reporting guidelines](#).

## Data deposition

## Reported in section/paragraph or page #

17. Provide accession codes for deposited data.

Data deposition in a public repository is mandatory for:

- Protein, DNA and RNA sequences
- Macromolecular structures
- Crystallographic data for small molecules
- Microarray data

Deposition is strongly recommended for many other datasets for which structured public repositories exist; more details on our data policy are available in the Guide to Authors. We encourage the provision of other source data in supplementary information or in unstructured repositories such as [Figshare](#) and [Dryad](#). We encourage publication of Data Descriptors (see [Scientific Data](#)) to maximize data reuse.

18. If computer code was used to generate results that are central to the paper's conclusions, include a statement in the Methods section under "**Code availability**" to indicate whether and how the code can be accessed. Include version information as necessary and any restrictions on availability.

How the deposited data were processed for this re-analysis (not part of the article)

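ChIP-seq with TRPS1 antibodies (2 TRPS1 ChIP and 2 input libraries) and RNA-seq (2 libraries each of control siRNA, *TRPS1* siRNA and *CHD4* siRNA, 72 h after transfection) were examined, all from T47D cells. The samples were grouped by the condition in their labels. For the *CHD4* knockdown the labels and the paper's RNA interference methods name an siRNA and its RNA-seq methods an shRNA.

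According to the paper's methods, the authors trimmed the reads, aligned the RNA-seq reads with STAR and counted them per gene with HTSeq, and these counts were deposited without normalization. Genes without any count in a comparison are absent from its table. The authors aligned the ChIP-seq reads with BWA and called peaks with MACS2, and the deposited list holds the start and end positions of the peaks in bp. Fold enrichment, pileup, q value, nearest gene and distance to the TSS come from Supplementary Table 1, whose positions were checked against the deposited list and equal it for every peak. The paper's text names neither the genome build nor the annotation, so the positions of peaks and genes printed here are those of Supplementary Table 1. Gene lengths (from start to end of the gene), genes that overlap no other and genes inside a protein-coding gene come from the RefSeq annotation of GRCh38, joined by gene symbol and then by synonyms that name a single gene, regardless of strand. It may differ from the annotation the authors counted on.

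Totals per RNA-seq library ranged from 10333138 to 14668358 counts. The limit of detection was set at 3 counts. Intervals for shares of peaks are 95% Wilson intervals and cover counting error only. The ChIP-seq depth is not in the deposited list.

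Each knockdown was compared with control siRNA in edgeR (version 4.0.16, R 4.3.3). Genes with over 2 CPM in at least 2 of the 4 libraries were kept, libraries were scaled with TMM factors, and the quasi-likelihood F-test was run without further covariates and with a prior count of 0.125. Standard errors are the size of the log2 fold change divided by the square root of F. Counts of genes are given at the paper's threshold (fold change over 2 and unadjusted p under 0.05) and at a Benjamini-Hochberg adjusted p under 0.05. The *CHD4* siRNA and *TRPS1* siRNA libraries were compared directly in the same way. The fit was tested on simulated data with 200 genes changed by a log2 fold change of 2. At the dispersion of the deposited counts it found 94 (*TRPS1* siRNA) and 48 (*CHD4* siRNA) of these at an adjusted p under 0.05, with 14 and 7 unchanged genes called, and it found all 200 at a dispersion of 0.02. Each gene had the same simulated dispersion in control and knockdown groups, unlike in the deposited counts.

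The log2 fold changes of both knockdowns were correlated across genes, and the same was done in 100 simulations of groups without changed genes against shared controls. A bound gene is the nearest gene of a peak. Bound genes were compared with the other tested genes by two-sided Fisher's exact tests, which take genes as independent units. As a set, they were tested with camera, against the other genes, and with fry, on the set's own genes (limma 3.58.1). Lists for interferon response, stress of the endoplasmic reticulum, proliferation, oestrogen response and the NuRD subunits the paper names were tested the same way, with adjustment over the lists and knockdowns. Wilson intervals were computed in Python 3.11.15, and figures were drawn with matplotlib 3.10.9.

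Genes named in the text are those the paper names for these experiments, including Fig. 4b and the NuRD subunits. They would have included the genes with the largest changes at an adjusted p under 0.05, of which the quasi-likelihood fits gave none. Peaks named are those with the highest fold enrichment and those nearest to a gene the paper names. Features outside this rule are marked as chosen after their values were seen.

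The alternatives tried were edgeR's likelihood ratio test, DESeq2 (version 1.42.0), RLE size factors, library sizes alone, other filters on low counts, all 6 RNA-seq libraries in one fit, a replicate block, a prior count of 2, leaving out each library in turn, stricter peaks, other distances to the TSS and bound genes limited to proximal peaks. A filter of over 1 CPM in every library, alone and with the likelihood ratio test, was added after the data were seen. Binding motifs and transcript isoforms were left out because no genome sequence was at hand and the counts are per gene. The ChIP-qPCR, RT-qPCR, Co-IP, migration and patient data have no deposited values here.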

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

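The test of the low-count filter below was chosen after the result was seen, and the comparison with control siRNA replicate 2 alone was set before.

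Of the 21 TRPS1-bound genes raised upon both knockdowns at the paper's threshold, 7 are not shown in Fig. 4b: *CCT6B*, *FUT9*, *MARCKS*, *NDST4*, *SLITRK6*, *TGFB2* and *TMPRSS4*. The paper does not discuss them, and they are named here after their values were seen. *SLITRK6* had log2 fold changes of 3.45 upon *TRPS1* silencing and 5.47 upon *CHD4* silencing, and *TMPRSS4* had 4.02 and 3.19, above *TP63* in both rankings. Their counts in the control siRNA libraries were 0 and 7 for *SLITRK6* and 2 and 6 for *TMPRSS4*, so these fold changes rest on few counts. In the quasi-likelihood fits none of the 7 genes had an adjusted p under 0.05 in either knockdown, and all had an unadjusted p under 0.05 in both.

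A filter by the authors of over 1 CPM in every library is consistent with their absence from Fig. 4b. Upon *TRPS1* silencing, 92 of the 349 raised genes did not pass this filter and 0 of them are listed in the shown part of Supplementary Table 2, whereas all 257 that passed are listed. Upon *CHD4* silencing, 103 raised genes did not pass and 0 are listed in Supplementary Table 3, and all 233 that passed are listed. Across both knockdowns 0 raised genes had a listing that differed from this filter, and the 7 genes are among those that did not pass. Against control siRNA replicate 2 alone, the smallest log2 fold change of the 7 genes was 1.45. This cannot decide whether control siRNA replicate 1, which lies apart from the other libraries, contributes to their rise. The genes were selected as raised against both controls, replicate 2 included, and had only 6 to 48 counts in replicate 2. A change in transcription upon both knockdowns stays open as a biological explanation. It was not tested further, and neither were reads shared with related genes.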

How the results depend on the processing

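Unless stated otherwise, these alternatives were set before the data were examined. The filter of over 1 CPM in every library, alone and with the likelihood ratio test, was chosen after seeing the data. No cause was tested for any change below unless one is named.

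Counts at the paper's threshold stayed within 1.5 times of 349 raised and 410 lowered genes (*TRPS1* siRNA) and of 336 and 368 (*CHD4* siRNA) with the likelihood ratio test, DESeq2, RLE size factors, over 0.5 CPM in 2 libraries, over 1 or over 2 CPM in every library and all 6 libraries in one fit. Without a filter on low counts they were 635 and 724, and 730 and 673. With library size only, which shifts the median log2 fold change of all genes by 0.13 in each comparison, 253 and 222 genes were lowered. The number of genes with an adjusted p under 0.05, 0 for each knockdown beside 902 and 769 genes with an unadjusted p under 0.05, became 34 and 58 with the likelihood ratio test, 39 and 50 with DESeq2, 28 and 36 with the likelihood ratio test and over 1 CPM in every library, and 111 for *CHD4* siRNA without a filter. In the direct comparison of the knockdowns DESeq2 gave 456 genes at an adjusted p under 0.05, against 0, beside 2023 genes with an unadjusted p under 0.05.

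The replicate numbers are not stated to mark a shared day or batch. Deviations from the group means of replicate 1 correlated with r = 0.615 between *TRPS1* siRNA and *CHD4* siRNA, 0.0510 between control siRNA and *TRPS1* siRNA and 0.00952 between control siRNA and *CHD4* siRNA. With a replicate block, 741 (*TRPS1* siRNA) and 582 (*CHD4* siRNA) genes were raised, 32 and 44 genes had an adjusted p under 0.05, and 3372 genes had one in the direct comparison of the knockdowns, the groups with the r of 0.615. The block gave odds ratios for bound genes of 1.22 (lowered upon *TRPS1* silencing) and 1.19 (raised upon *CHD4* silencing), both with an exact p over 0.05, and an R between the knockdowns of 0.833.

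The next odds ratios of bound genes are for calls at the paper's threshold. Among genes raised upon *TRPS1* silencing, an exact p under 0.05 was lost only with peaks within 5 kb of the TSS (1.14). The odds ratio among genes lowered upon *CHD4* silencing kept it in all alternatives run. The odds ratio among genes lowered upon *TRPS1* silencing lost it with peaks within 5 kb (1.36), peaks with a -log10 q of at least 10 (1.39), the likelihood ratio test (1.23), over 2 CPM in every library (1.21) and the likelihood ratio test with over 1 CPM in every library (1.2). Among genes raised upon *CHD4* silencing the odds ratio fell below 1 with peaks within 5 kb (0.995) and lost an exact p under 0.05 with the stricter peaks (1.34), the likelihood ratio test (1.31), over 2 CPM in every library (1.41), over 1 CPM in every library (1.27) and the latter with the likelihood ratio test (1.26). The direction of the bound genes as a set was the same with camera, fry and an estimated correlation. A reading regardless of p, set after the result was seen, took genes over 2-fold higher upon *TRPS1* silencing. Its odds ratio of bound genes was 1.31 against both controls. This odds ratio was 1.10 against control siRNA replicate 2 alone and 1.12 against control siRNA replicate 1 alone.

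The R of 0.805 between the knockdowns was 0.132 and 0.190 with no control library shared, which by construction removes the shared error. The separate error of each single control also lowers R in these pairings. With both controls, R took other values under other settings. It was 0.857 over genes past the threshold in either comparison, 0.792 as Spearman's rho, 0.822 without a filter, 0.776 with over 2 CPM in every library and 0.774 with over 1 CPM in every library, with either test. Across the 6 fits that each left out a library, R ranged from 0.738 (without control siRNA replicate 1) to 0.956 (without control siRNA replicate 2).

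The number of bound genes raised in both knockdowns, 21, was 23 with the likelihood ratio test, 21 with a prior count of 2, 15 with the stricter peaks, 17 with over 1 CPM in every library and 19 with the latter and the likelihood ratio test. It was not computed under the other alternatives. *TP63*, ranked 7 and 3 among them upon *TRPS1* and *CHD4* silencing, ranked 10 and 4 by p, 8 upon *TRPS1* silencing with the likelihood ratio test, 2 upon *CHD4* silencing with a prior count of 2, 5 and 2 with the stricter peaks, and 2 and 1 with over 1 CPM in every library, with either test. With each library left out, its ranks ranged from 4 to 11 and from 2 to 7. The share of proximal peaks, 27.9%, was 19.5% at 1 kb, 35.1% at 10 kb and 34.6% counted over genes.

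Of 750 tested values of named genes under these alternatives, 689 kept their direction and whether their unadjusted p passed the threshold, regardless of fold change. Another 8 no longer passed and 49 newly passed. With the fold change included, as in the paper's threshold, 9 calls were lost (*ABCA12*, *DDIT3* and *NHLRC1*) and 55 gained. Of the 750 values 4 reversed, all close to 0: upon *TRPS1* silencing *CHD4* became 0.0930 and *CHD3* 0.0914 with library size only, and 0.0207 and 0.0212 with over 2 CPM in every library. Leaving out a library moved 67 of 232 values by more than the spread between replicates. The low counts of *SLITRK6*, *TMPRSS4* and *NDST4* in control siRNA limit the precision of their fold changes and of the ranks that rest on them.

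Shares of peaks with a GATA element were not run, since no genome sequence was at hand, and neither were distances to a TSS in another annotation, since the build is not named. Odds ratios for calls at an adjusted p under 0.05 gave no value, since there were 0 calls in the quasi-likelihood fits.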

Differences from the paper's values

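Genes raised in both knockdowns and not bound by TRPS1 numbered 95, against the paper's about 160 in Fig. 4a, read by eye. Among the alternatives set before the data were examined, the count was within 1.5 times of the paper's with the likelihood ratio test (140), DESeq2 (108), library size only (148), no filter on low counts (234), over 0.5 CPM in 2 libraries (125), all 6 libraries in one fit (196) and the latter with a replicate block (195). It was not with RLE size factors (96), over 2 CPM in every library (102) or a replicate block (278). With over 1 CPM in every library it was 124, and with the likelihood ratio test added 159, settings chosen after seeing the values.

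The likelihood ratio test over genes with over 1 CPM in every library, chosen after seeing the values, came nearest to the paper's other counts: 475 and 550 genes raised and lowered upon *TRPS1* silencing, against the paper's 476 and 550, and 389 raised upon *CHD4* silencing, against the paper's 389. Under it 19 bound genes were raised in both knockdowns, all 19 of them in Fig. 4b. The paper's R of 0.81 was 0.774 under this setting, 0.805 in the fits reported here and 0.806 with RLE size factors.

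The paper names *TP63* as the gene with the largest rise upon silencing either factor. *TP63* ranked 7 upon *TRPS1* silencing and 3 upon *CHD4* silencing among bound genes raised in both. With over 1 CPM in every library, a filter chosen after seeing the values, it ranked 1 upon *CHD4* silencing but 2 upon *TRPS1* silencing, where its log2 fold change of 2.39 lay below that of *NAALADL2*, 2.60. The paper's Supplementary Table 2 also lists 2.39 and 2.60 for these genes. None of the settings under which its rank was computed placed it at 1 upon *TRPS1* silencing.

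The paper reports all 7 examined genes past its threshold upon *TRPS1* silencing and raised upon *CHD4* silencing. *NLGN1* had an unadjusted p of 0.0644 and 0.0754. It passed the threshold in both knockdowns with over 2 CPM in every library and with all 6 libraries in one fit, with or without a replicate block, and upon *TRPS1* silencing also with library size only. *SETD7* had a log2 fold change of 0.99 upon *CHD4* silencing, under the threshold, and passed it with library size only, over 2 CPM in every library, a replicate block and all 6 libraries in one fit with a replicate block. Fig. 4b also shows *G3BP2*, *ATP10D* and *PCDHA11* as raised in both. *G3BP2* had 0.99 upon *CHD4* silencing and passed under the same 4 settings as *SETD7*. *ATP10D* (unadjusted p 0.0675 and 0.0691) passed in both knockdowns without a filter, with all 6 libraries in one fit, with a replicate block and with both together, and upon *TRPS1* silencing also with the likelihood ratio test. *PCDHA11* (0.0614 and 0.0549) passed in both knockdowns with the likelihood ratio test, library size only, all 6 libraries in one fit, a replicate block and both together. Upon *CHD4* silencing it also passed with DESeq2, over 2 CPM in every library and no filter. The likelihood ratio test with over 1 CPM in every library, chosen after seeing the values, placed all 5 genes past the threshold in both knockdowns, and that filter alone did so for *NLGN1*, *SETD7* and *G3BP2*.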

Other observations

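The tests of another group's library, of genes inside other genes, of polyadenylated RNA, of the shared controls, of gene length in the fold changes and the reading of control replicate 1 for the bound genes were chosen or set after the result was seen; the other tests were set before it.

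Control siRNA replicate 1 lies apart from the other 5 RNA-seq libraries. Its highest correlation of log2 CPM with another library was 0.880, below the lowest among the others, 0.942, which argues against a library of another group under this label. Thinned to the smallest total its highest correlation was 0.882, without the 100 most abundant genes 0.875, with the trend on gene length removed 0.889, and over genes that overlap no other gene 0.886. These values argue against library size, a few abundant genes, gene length and overlapping genes as the whole cause. Histone genes, whose mRNA lacks a poly(A) tail, were higher in it by a median of 1.07 on the log2 scale (41 of 49 genes). This argues against selection of polyadenylated RNA in this library alone. The difference is from the mean of the other 5 libraries, knockdowns included, so any knockdown effect on these genes enters it. For cells of another type, 0 genes had at least 10 CPM in it and under 0.5 CPM in each other library. This cannot decide the question, since the filter of over 2 CPM in at least 2 libraries removes any such gene beforehand. In the other direction, 84 genes had no count in it and over 2 CPM in each other library, and the reason for their absence was not tested. Among 573 genes inside a protein-coding gene, 19.5% were over 8-fold lower in it, against 1.54% of genes that overlap none, so reads of overlapping genes may be a part of the difference. The strand setting used for counting is not stated, and it was not tested. The labels give no batch, and no biological explanation was tested.

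The R between the log2 fold changes of the knockdowns was no larger than that of simulated unchanged groups against shared controls, whose lowest value was 0.845, so the shared controls could give an R of this size alone. They do not give the whole relation, since R was 0.132 with no control shared, above the simulated range of -0.017 to 0.045. The separate error of each single control also lowers this R, so 0.132 is not the size of the remaining part. A shared effect of both knockdowns stays open for that part, as do handling differences between the controls and the knockdowns.

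TRPS1-bound genes were over-represented among genes raised upon *TRPS1* silencing. Bound genes were longer (median 45.0 kb against 28.6 kb), but 10000 random sets matched on length and expression held a median of 21 raised genes against 50 among the bound genes with a length (permutation p = 1e-04, the smallest that these draws can give), which argues against gene length and expression. Whether control siRNA replicate 1 contributes cannot be told apart: for genes over 2-fold higher, regardless of p, the odds ratio was 1.31 (95% confidence interval 1.04 to 1.64) against both controls, 1.10 (0.831 to 1.42) against replicate 2 alone and 1.12 against replicate 1 alone, so it was lower against either control, and the interval against replicate 2 contains the value against both.

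Longer genes had higher log2 fold changes in both knockdowns, with a rank correlation across genes of 0.214 (*TRPS1* siRNA) and 0.208 (*CHD4* siRNA). Against control siRNA replicate 2 alone these were -0.033 and -0.053, so control siRNA replicate 1 may be the source of the relation.

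The proliferation list (30 genes, all expressed) had median log2 fold changes of -0.99 upon *TRPS1* silencing and -0.74 upon *CHD4* silencing. Against control siRNA replicate 2 alone the medians were -0.89 and -0.84, with 30 of 30 genes lower in each, so control siRNA replicate 1 is not the source. With each library left out in turn the medians ranged from -1.50 (without *TRPS1* siRNA replicate 2) to -0.63 (without *TRPS1* siRNA replicate 1) and from -1.43 (without *CHD4* siRNA replicate 2) to -0.37 (without *CHD4* siRNA replicate 1). Adjusted p was 5.02e-15 and 1.8e-13 with camera at its preset correlation, but 0.25 and 0.325 with fry and 0.375 for both with an estimated correlation, so these calls do not hold under either. A lower rate of division upon both knockdowns stays open, as does a difference in culture between the groups.

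The oestrogen response list had medians of -0.52 and -0.73 (adjusted camera p 6.28e-05 and 3.47e-07, 0.233 for both with fry), which were -0.32 and -0.53 without control siRNA replicate 1. The list for stress of the endoplasmic reticulum, which shares 2 genes with it, had 0.18 and 0.45 (0.353 and 0.0218, with fry 0.745 and 0.661), and these came to 0.03 without control siRNA replicate 2 and 0.10 without *CHD4* siRNA replicate 1. The interferon response list had 0.27 and 0.08 (0.765 and 0.353), and its direction changed with the library left out: -1.12 and -1.56 without replicate 2 of each knockdown, and 0.98 and 0.78 without replicate 1 of each. No list kept an adjusted p under 0.05 with fry or an estimated correlation. The list of NuRD subunits includes *CHD4*, at -1.96 upon *CHD4* silencing, so its test in that knockdown contains the silenced gene. The NuRD subunits had medians of -0.04 and -0.21 (0.136 and 0.0828), which changed sign to 0.09 with library size only upon *TRPS1* silencing and to 0.12 without control siRNA replicate 1 upon *CHD4* silencing. Among them, *GATAD2A* had a log2 fold change of -1.94 upon *TRPS1* silencing and 0.09 upon *CHD4* silencing, and differed by 2.04 between the knockdowns (adjusted p = 0.0904 from edgeR). Without control siRNA replicate 1 its values were -1.43 and 0.61, and upon *CHD4* silencing it was -0.29 without control siRNA replicate 2. *GATAD2B* had -1.76 and -1.11, and -0.03 and 0.63 without control siRNA replicate 1. *MTA2* had -0.56 and -0.92, and -0.16 and -0.51 without control siRNA replicate 1. *RBBP7* had -0.69 and -0.53, and -0.34 and -0.18 without control siRNA replicate 2. *HDAC1* had 0.36 and 0.30, and *HDAC2* 0.45 and 0.60, with *HDAC2* at -0.04 and 0.12 without control siRNA replicate 1.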
